# The crucial role of muscle glucocorticoid signaling in accelerating obesity and glucose intolerance via hyperinsulinemia

**DOI:** 10.1172/jci.insight.162382

**Published:** 2023-04-24

**Authors:** Hiroki Yamazaki, Masaaki Uehara, Noritada Yoshikawa, Akiko Kuribara-Souta, Motohisa Yamamoto, Yasuko Hirakawa, Yasuaki Kabe, Makoto Suematsu, Hirotoshi Tanaka

**Keywords:** Endocrinology, Muscle Biology, Insulin, Obesity

## Abstract

Metabolic crosstalk from skeletal muscle to multiple organs is important for maintaining homeostasis, and its dysregulation can lead to various diseases. Chronic glucocorticoid administration often induces muscle atrophy and metabolic disorders such as diabetes and central obesity; however, the detailed underlying mechanism remains unclear. We previously reported that the deletion of glucocorticoid receptor (GR) in skeletal muscle increases muscle mass and reduces fat mass through muscle-liver-fat communication under physiological conditions. In this study, we show that muscle GR signaling plays a crucial role in accelerating obesity through the induction of hyperinsulinemia. Fat accumulation in liver and adipose tissue, muscle atrophy, hyperglycemia, and hyperinsulinemia induced by chronic corticosterone (CORT) treatment improved in muscle-specific GR-knockout (GR-mKO) mice. Such CORT-induced fat accumulation was alleviated by suppressing insulin production (streptozotocin injection), indicating that hyperinsulinemia enhanced by muscle GR signaling promotes obesity. Strikingly, glucose intolerance and obesity in *ob/ob* mice without CORT treatment were also improved in GR-mKO mice, indicating that muscle GR signaling contributes to obesity-related metabolic changes, regardless of systemic glucocorticoid levels. Thus, this study provides insight for the treatment of obesity and diabetes by targeting muscle GR signaling.

## Introduction

Complex organisms, including humans, maintain homeostasis by relying on the highly complicated and well-coordinated endocrine and nervous systems. Such systems control the peripheral organs, which interact with each other and also contribute to systemic homeostasis (1, 2).

Glucocorticoids are hormones secreted by the adrenal cortex under the regulation of the hypothalamic-pituitary-adrenal (HPA) axis and exert their effects through glucocorticoid receptors (GRs) present in various tissues, including the intestine, adipocytes, pancreas, liver, and skeletal muscle (3, 4). Skeletal muscle, not only playing a role in locomotor activity but also storing energy substrate mainly as protein (about 40% of body weight), supplies energy substrates under the regulation of the HPA axis during starvation via the glucose-alanine cycle (5, 6). In addition, we previously showed that muscle GR signaling regulates fat deposition in adipose tissues via a muscle-liver-fat signaling axis; increased muscle mass in muscle-specific GR-knockout (GR-mKO) mice reduces alanine excretion from skeletal muscle, and decreased alanine levels accelerate the production of fibroblast growth factor 21 (FGF21) in liver, leading to lipolysis in adipose tissue (7, 8). Thus, glucocorticoid-regulated interorgan communication involving muscle GR signaling plays various roles, at least in a physiological state.

Despite its physiological importance, excessive glucocorticoid levels can lead to metabolic abnormalities, including central obesity, fatty liver, glucose intolerance, and dyslipidemia, as clearly seen in Cushing’s syndrome or after long-term glucocorticoid administration (9). Even mild cortisol excess is related to central obesity, insulin resistance, and increased risk of cardiometabolic comorbidity (10–14). Mechanistically, it has been shown in vivo that chronic glucocorticoid administration promotes fat accumulation in adipose tissues and glucose intolerance via hepatocyte GR signaling (15), possibly in close association with the adipocyte GR signaling cascade, which regulates adipocyte differentiation and lipid metabolism (16, 17). Although glucocorticoid treatment induces muscle atrophy via muscle GRs (18), the contribution of muscle GR signaling to systemic fat accumulation and metabolic derangements such as glucose intolerance has not been well studied. Therefore, we first hypothesized that excessive glucocorticoid leads to its enhanced effect on skeletal muscle, which then alters systemic metabolism via interorgan communication and leads to systemic fat accumulation with glucose intolerance, in relation to glucocorticoid’s effects on liver and adipose tissues. We also hypothesized that muscle GR signaling under physiological glucocorticoid levels is associated with metabolic abnormalities in general obesity.

One of the most important metabolic hallmarks of obesity is hyperinsulinemia. Impaired responsiveness to insulin (insulin resistance) in peripheral tissues can lead to hyperglycemia and compensatory hyperinsulinemia, whereas hyperinsulinemia itself can promote insulin resistance through various mechanisms, including desensitization of insulin receptor signaling and enhancement of adipogenesis or lipogenesis (19, 20). Therefore, mild suppression of hyperinsulinemia without unfavorable metabolic changes is considered an interesting strategy to prevent or treat obesity (21).

In this study, we first show that fat accumulation in adipose tissue or liver, hyperinsulinemia, hyperglycemia, and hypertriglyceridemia induced by chronic corticosterone (CORT) treatment are mitigated in GR-mKO mice. We then demonstrate that hyperinsulinemia mediated by muscle GR is a primary factor inducing fat accumulation in adipose tissue (more minor effects in liver) and plays a counteractive role against muscle atrophy. Finally, we show that GR-mKO mice generated in an *ob/ob* background that were not treated with CORT also exhibit suppression of hyperinsulinemia followed by reduced fat accumulation, rendering insights into the role of hyperinsulinemia enhanced by muscle GR signaling in general obesity.

## Results

### Muscle GR signaling promotes muscle atrophy and systemic adiposity in CORT-induced obesity in mice.

To examine whether glucocorticoid action in skeletal muscle leads to systemic metabolic changes in the presence of excessive glucocorticoids, we first evaluated the significance of muscle GR signaling in body composition changes using a mouse model wherein chronically administered CORT drives systemic GR signaling, leading to obesity (22). CORT or vehicle solution in drinking water was administered to GR-floxed (GR^fl/fl^) and GR-mKO mice for 4 weeks (Figure 1A). CORT treatment did not impair muscle GR KO in GR-mKO mice (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.162382DS1). CORT treatment significantly increased the body weight of GR^fl/fl^ and GR-mKO mice (Figure 1B). The total food intake during the 4 weeks was not significantly different among the groups (Figure 1C). Ingested CORT and its bioavailability were comparable for GR^fl/fl^ and GR-mKO mice, as evidenced by the comparable total CORT intake (Figure 1D) and a progressive decrease in adrenal gland weight after CORT treatment in both genotypes (Figure 1E). Under these conditions, however, GR^fl/fl^ mice exhibited a CORT-induced decrease in the weight of gastrocnemius muscle and a CORT-induced increase in the weight of liver, neither of which were observed in GR-mKO mice (Figure 1, F and G). Additionally, the increase in the weight of retroperitoneal white adipose tissue (rWAT) was diminished in GR-mKO mice (Figure 1H). In the weight of soleus muscle, the change with CORT administration was minor (Figure 1I), suggesting that soleus muscle is less sensitive to CORT treatment than gastrocnemius muscle. Cross-sectional areas (CSAs) of each organ in axial images of computed tomography (CT) at the L5 level in GR^fl/fl^ mice revealed CORT-induced atrophy of erector spinae muscle as well as increase in the mass of rWAT and inguinal WAT (iWAT); all of these changes were mitigated in GR-mKO mice (Figure 1, J and K). These findings clearly indicate that muscle GR signaling is a key node for changes in body composition, including muscle atrophy and increases in liver and WAT mass, in the CORT-induced obesity model.

To clarify the changes in body composition in detail, we performed histological analyses of each organ after the 4-week CORT treatment. Analyses of average fiber CSAs in gastrocnemius muscle by each type of myosin heavy chain (i.e., MyHC I, IIa, and IIb) revealed that CORT treatment particularly induced type IIb fiber atrophy in GR^fl/fl^ mice (a 37% reduction between the medians of vehicle-treated GR^fl/fl^ and CORT-treated GR^fl/fl^ mice); such CORT-induced type IIb fiber atrophy was reduced in GR-mKO mice (a 13% reduction between the medians of vehicle-treated GR-mKO and CORT-treated GR-mKO mice) (Figure 2, A and B, and Supplemental Figure 2A). A CORT-induced shift in the peak of CSA distribution in type IIb fibers in GR^fl/fl^ mice was blunted in GR-mKO mice (Supplemental Figure 2B). Considering that muscles rich in type IIb fibers, such as gastrocnemius muscle, have higher glucocorticoid sensitivity (7), these results suggest that muscle atrophy in this obesity model mainly results from accelerated glucocorticoid signaling via GR in muscles rich in type IIb fibers. Histological analyses of liver revealed that a CORT-induced increase in lipid droplets observed in GR^fl/fl^ mice was not apparent in GR-mKO mice (Figure 2C). Consistent with this finding, the CORT-induced increase in triglyceride (TG) levels in liver was significantly reduced in GR-mKO mice (Figure 2D). A CORT-induced increase in plasma alanine aminotransferase (ALT) levels in GR^fl/fl^ mice was also reduced in GR-mKO mice (Figure 2E), suggesting that liver injury following CORT-induced lipid accumulation is mainly mediated by muscle GR signaling. Analyses of WAT revealed that the average CSA of adipocytes in rWAT increased with CORT treatment in GR^fl/fl^ mice, but this increase was ameliorated in GR-mKO mice (Figure 2, F and G). Moreover, the CORT-induced elevation of TG levels in the blood was strongly reduced in GR-mKO mice (Figure 2H). Taken together, these results show that muscle GR signaling contributes to systemic lipid storage involving the liver, WAT, and the bloodstream and to type IIb myofiber atrophy in the CORT-induced obesity mouse model.

### Muscle GR signaling is a hub connecting systemic metabolic changes in CORT-induced obesity in mice.

We hypothesized that the correlations among various metabolic parameters in CORT-induced obesity (22) would disappear in GR-mKO mice if these parameters depend on muscle GR signaling. These correlations in CORT- and vehicle-treated mice are presented in Figure 3A (GR^fl/fl^) and Figure 3B (GR-mKO) (each plot is indicated in Supplemental Figure 3, A and B). As expected, the weight of adrenal glands in GR^fl/fl^ mice was negatively correlated with plasma ALT levels, liver TG levels, WAT weight, and liver weight, and was positively correlated with the weight of gastrocnemius muscle, but not that of soleus muscle (Figure 3A). All parameters that were correlated with the weight of the adrenal gland were also significantly correlated with each other (Figure 3A). Taken together, the effects of CORT treatment are reflected in various systemic metabolic properties, which are in conjunction with each other. In contrast, the weight of soleus muscle was not significantly correlated with any other parameter (Figure 3A), indicating that especially GR-sensitive skeletal muscle is critical for the associations in systemic metabolism in this CORT-induced obesity model. On the other hand, the correlations among metabolic parameters in GR-mKO mice were markedly altered; the weight of the adrenal gland was not significantly correlated with plasma ALT levels, liver weight, and gastrocnemius muscle weight (Figure 3B). Moreover, most correlations between these parameters were not significant or weaker in GR-mKO mice (Figure 3B and Supplemental Figure 3B) than in GR^fl/fl^ mice (Figure 3A and Supplemental Figure 3A). Contrastingly, the weight of liver and liver TG contents both correlated with the WAT weight, even in GR-mKO mice (Figure 3B), possibly reflecting the interorgan communication occurring between WAT and liver independently of muscle GR under the activation of systemic GR signaling, as discussed later.

These results confirmed that muscle GR is a hub of interorgan communication involving muscle, liver, and WAT, leading to central obesity and metabolic dysregulation.

### Muscle GR signaling alters the muscle transcriptome and the blood amino acid, glucose, and insulin levels in CORT-induced obesity.

We next attempted to identify the mediator(s) connecting muscle GR signaling and systemic lipid accumulation in the CORT-induced obesity model. To obtain clues, we first focused on the role of muscle GR as a transcription factor and examined CORT-induced and muscle GR–dependent transcriptomic changes in skeletal muscle. In GR^fl/fl^ mice, CORT treatment altered the expression levels of numerous genes in gastrocnemius muscle; some of these were not altered in GR-mKO mice (Figure 4A, Supplemental Figure 4, A–D, and Supplemental Tables 1–3). Notably, the levels of the well-known GR downstream genes *Fkbp5*, *Foxo3*, *Atrogin1/Fbxo32*, and *MuRF1/Trim63* (23) were upregulated by CORT in a muscle GR–dependent manner (Figure 4B). *Foxo3*, *Atrogin1*, and *MuRF1* are involved in muscle proteolysis (23); enhanced proteolysis in skeletal muscle leads to the secretion of free amino acids, especially in the form of alanine or glutamine, into the bloodstream (7, 23, 24). As expected, CORT-treated GR^fl/fl^ mice exhibited increased plasma alanine and glutamine levels, which were not observed in GR-mKO mice (Figure 4C). These changes were in clear contrast to the obesity-induced decrease in glycine (25) in both genotypes (Figure 4C), suggesting that GR-dependent muscle proteolysis supplies specific amino acids to the whole body. Alanine and glutamine may contribute to obesity-related hyperglycemia via gluconeogenesis (26). In fact, blood glucose levels in the fed state were elevated in GR^fl/fl^ mice but not in GR-mKO mice after the 4-week CORT treatment (Figure 4D). In addition, CORT-treated GR^fl/fl^ mice exhibited hyperinsulinemia, which was ameliorated in CORT-treated GR-mKO mice (Figure 4E). The CORT-induced increase in homeostasis model assessment for insulin resistance (HOMA-IR) was suppressed in GR-mKO mice after the 4-week CORT treatment (Figure 4F), indicating reduced systemic insulin resistance in CORT-treated GR-mKO mice compared with CORT-treated GR^fl/fl^ mice.

To further explore the mechanisms involved in the muscle GR–mediated systemic insulin resistance, we focused on early changes in plasma insulin levels. After 1-week CORT treatment, when CORT-induced hyperinsulinemia and its reduction in GR-mKO mice were already observed (Figure 4E), an intraperitoneal insulin tolerance test (IPITT) implied CORT-induced insulin resistance had not improved in GR-mKO mice (Supplemental Figure 5, A and B). In addition, an intraperitoneal glucose tolerance test (IPGTT) after 1-week CORT treatment showed no differences between GR^fl/fl^ and GR-mKO mice (Supplemental Figure 5C). These findings indicate that muscle GR contributes to the enhancement of insulin secretion in response to CORT before the induction of insulin resistance. Furthermore, CORT-induced systemic insulin resistance independent of muscle GR was thought to precede CORT-induced systemic insulin resistance that was dependent on muscle GR. The enhancement of hyperinsulinemia via muscle GR after 1-week CORT treatment could be derived from an increased amino acid supply from skeletal muscle.

On the other hand, an increase in plasma alanine not only accelerates gluconeogenesis in liver but also suppresses hepatokine FGF21 production (7). Plasma FGF21 levels of the CORT-treated group, however, were comparable between GR^fl/fl^ and GR-mKO mice in both the fed and fasted states (Figure 4G), indicating that other axes rather than hepatic FGF21 production are probably dominant regulators in this obesity model.

Overall, under chronic CORT treatment, muscle GR signaling mediates changes in the muscle transcriptome and the levels of humoral factors, including amino acids, glucose, and insulin, which are candidates for connecting muscle GR signaling and systemic fat accumulation. In addition, such changes in humoral factors are also influenced by muscle GR–independent mechanisms in this model.

### Hyperinsulinemia causes body composition changes associated with glucocorticoid signaling.

We then speculated that muscle GR–mediated changes in humoral factors may influence metabolism in liver and WAT in association with the local effects of CORT in hepatocytes and adipocytes, leading to lipid accumulation. To explore such metabolic crosstalk, we then evaluated transcriptome signatures of liver and WAT after the 4-week CORT treatment in this model. Many genes were affected by CORT treatment and influenced by muscle GR signaling (Supplemental Figures 6 and 7, and Supplemental Tables 4–9). Notably, in liver, the GR downstream gene *G6pc* (27) was induced similarly in GR^fl/fl^ and GR-mKO mice, but GR downstream genes *Pck1* (28) and *Tat* (29) were rather suppressed by CORT treatment, especially in GR^fl/fl^ mice (Supplemental Figure 8A). This suggests that some inhibitory factors can overcome GR signaling in the latter. *Pck1* and *Tat* are CREB and FOXO downstream genes (30, 31), and we noticed that certain genes reportedly upregulated (downregulated) by CREB and FOXOs were downregulated (upregulated) by CORT treatment (Supplemental Figure 8, A and B). Given that insulin is a primary regulator of CREB and FOXO transcriptional activity (30, 32), we speculated that hyperinsulinemia induced by CORT is a major factor contributing to systemic metabolic changes. In WAT, the levels of *Pnpla2*, which is downregulated by insulin (33), were lower in CORT-treated groups, and the levels of *Acaca* and *Fasn*, which are both upregulated by insulin (34), were higher in CORT-treated groups (Supplemental Figure 8C), suggesting again the involvement of hyperinsulinemia.

To examine the role of hyperinsulinemia in metabolic changes in the CORT-induced obesity model, we administered streptozotocin (STZ) before chronic CORT treatment in GR^fl/fl^ and GR-mKO mice and evaluated their metabolic properties. Since STZ-pretreated CORT-treated (STZ+ CORT+) mice exhibited a hyperglycemia-related increase in water intake, they were provided water with half-concentration CORT solution throughout the study (Figure 5A), resulting in an equivalent intake of total CORT compared with vehicle-pretreated CORT-treated (STZ− CORT+) mice (Figure 5B). This was supported by the fact that all groups exhibited similar levels of adrenal gland atrophy (Figure 5C). Although STZ− CORT+ mice showed prominent hyperinsulinemia in this setting, STZ+ CORT+ mice did not show such an increase in plasma insulin levels, which was equivalent to those in mice pretreated with vehicle and maintained with vehicle water (STZ− CORT−) (Figure 5D). Thus, STZ+ CORT+ mice were considered to be under chronic activation of GR signaling but devoid of hyperinsulinemia-related signaling in peripheral tissues.

Each group displayed comparable total food intake (Figure 5E). STZ+ CORT+ GR^fl/fl^ mice did not show CORT-induced body weight gain (Figure 5F), and their WAT weight was remarkably decreased compared with STZ− CORT+ GR^fl/fl^ mice (Figure 5G). STZ+ CORT+ GR-mKO mice also showed a prominent decrease in WAT weight compared with STZ− CORT+ GR-mKO mice. These findings demonstrate that muscle GR–independent hyperinsulinemia is required for maintaining WAT weight, whereas muscle GR–dependent hyperinsulinemia increases the weight of WAT. On the other hand, the CORT-induced increase in liver weight in GR^fl/fl^ mice was not dampened by STZ pretreatment (Figure 5H), suggesting that physiological insulin concentrations can induce liver weight gain under CORT treatment. Moreover, the liver weight in STZ+ CORT+ GR-mKO mice tended to increase compared with STZ− CORT+ GR-mKO mice (Figure 5H), indicating that muscle GR–independent hyperinsulinemia is necessary for the inhibition of CORT-induced increase in the liver weight. Interestingly, the weight of gastrocnemius muscle further decreased in STZ+ CORT+ GR^fl/fl^ mice compared with STZ− CORT+ GR^fl/fl^ mice (Figure 5I), demonstrating that hyperinsulinemia plays a counteracting role in CORT-induced muscle atrophy. In addition, STZ+ CORT+ GR-mKO mice exhibited slightly decreased but relatively preserved muscle mass compared with STZ− CORT+ GR-mKO mice (Figure 5I), indicating that muscle GR signaling is, at least to some extent, a vital cascade when counteracting muscle atrophy by hyperinsulinemia, as discussed later. Despite maintained muscle mass, STZ+ CORT+ GR-mKO mice exhibited hyperglycemia (Figure 5J), implying that muscle GR–independent hyperinsulinemia plays an indispensable role in maintaining normal glucose levels.

Of course, the results from the inhibition of hyperinsulinemia cannot be strictly separated from the secondary effects, e.g., hyperglycemia. Nevertheless, our findings demonstrate that, under CORT-induced metabolic changes, hyperinsulinemia is a critical factor in increasing the weight of WAT, probably via adipogenesis and/or lipogenesis. In more detail, mild hyperinsulinemia is necessary, even under muscle GR deficiency, for compensatory increases in the weight of WAT, and may therefore inhibit increases in liver weight and maintain normoglycemia. On the other hand, muscle GR signaling enhances hyperinsulinemia, promoting increases in the weight of WAT.

### Insulin suppresses muscle glucocorticoid signaling, leading to changes in atrogene expression.

One of the important findings in Figure 5 is that STZ-induced reduction in the weight of gastrocnemius muscle in CORT-treated GR-mKO mice was 11%, which was lower than the 33% reduction in CORT-treated GR^fl/fl^ mice (Figure 5I). This finding was surprising because CORT-treated GR^fl/fl^ mice are starting at a much lower baseline than CORT-treated GR-mKO mice. The difference in STZ-induced muscle atrophy might be due to differences in hyperinsulinemia levels, but we speculated that hyperinsulinemia may counteract muscle atrophy by interfering with muscle GR signaling.

To verify the insulin effect on muscle GR signaling, we examined the target genes regulated by GR (*Fkbp5*, *Foxo3*, *MuRF1*, and *Atrogin1*) in gastrocnemius muscle. The levels of *Foxo3*, *MuRF1*, and *Atrogin1* in STZ+ CORT+ GR^fl/fl^ mice were higher or tended to be higher than those in STZ− CORT+ GR^fl/fl^ mice, while the expression level of *Fkbp5* was similar between them (Figure 6A). The levels of *Foxo3*, *MuRF1*, and *Atrogin1* in gastrocnemius muscle from GR-mKO mice, however, showed no increase or only a mild increase with STZ pretreatment (Figure 6A). These results support the findings of STZ-induced alterations in muscle mass (Figure 5I) and indicate that hyperinsulinemia inhibits GR-dependent increases in atrogene expression in skeletal muscle.

To examine whether such counteracting effects on muscle GR signaling result from the direct action of insulin on myocytes, we evaluated the insulin action on dexamethasone-induced (DEX-induced) expression of GR-regulated genes in C2C12 cells (Figure 6B). We found that increased *Fkbp5* expression was not suppressed, although slight suppression was caused by pretreatment with 50 nM insulin. In contrast, the increased expression of *Foxo3*, *MuRF1*, and *Atrogin1* was dose-dependently inhibited by pretreatment with insulin (Figure 6C). The levels of *Atrogin1* when pretreated at 1 nM or higher concentrations of insulin were lower than those with no insulin pretreatment (Figure 6C). These results indicate that the expression of GR downstream genes in myocytes is suppressed by insulin, and that insulin sensitivity differs among genes.

To further validate the suppressive effects of insulin against muscle GR signaling, we also examined acutely induced gene expression with a single shot of intraperitoneal DEX after STZ pretreatment (Figure 6D). Compared with vehicle-pretreated mice, STZ-pretreated mice exhibited lower plasma insulin and higher blood glucose levels, both of which were not largely disturbed by DEX injection (Supplemental Figure 9, A and B). Injection of DEX tended to promote the expression of *Fkbp5*, *Foxo3*, *MuRF1*, and *Atrogin1* in gastrocnemius muscle, but this induction was more evident in STZ-pretreated mice (Figure 6E), which again demonstrated the counteracting effects of insulin on GR signaling in skeletal muscle. The weight of gastrocnemius muscle was lower or tended to be lower in STZ-pretreated mice than in vehicle-pretreated mice, although the weight of soleus muscle did not significantly change (Supplemental Figure 9C). These results support the notion that glucocorticoid-sensitive muscle is susceptible to alterations in insulin signaling.

Collectively, we concluded that hyperinsulinemia induced by chronic CORT treatment suppresses further muscle atrophy through interfering with muscle GR signaling and regulating atrogene levels. This effect of hyperinsulinemia may not be entirely attributable to the direct action of insulin on skeletal muscle, since hyperglycemia-induced muscle atrophy, for example, may also be involved (35). Nevertheless, our findings present evidence that muscle GR signaling can be a critical node of insulin-mediated counteraction against muscle atrophy.

### Muscle GR signaling accelerates glucose intolerance and obesity in ob/ob mice.

Finally, we evaluated whether muscle GR signaling under physiological levels of plasma CORT also contributes to hyperinsulinemia and obesity. We generated GR-mKO mice in the *ob/ob* background (*ob/ob* GR-mKO mice) and compared them to their control (*ob/ob* GR^fl/fl^) mice (Supplemental Figure 10A). We confirmed that the leptin-deficient phenotype was not lost in *ob/ob* GR-mKO mice (Supplemental Figure 10B), and that a muscle GR–deficient phenotype was observed in *ob/ob* GR-mKO mice (Supplemental Figure 10, C and D). An increase in food intake was equally observed in both *ob/ob* GR^fl/fl^ and *ob/ob* GR-mKO mice (Supplemental Figure 11A). Plasma CORT levels were similar in lean and *ob/ob* mice and were not significantly different between *ob/ob* GR^fl/fl^ and *ob/ob* GR-mKO mice (Figure 7A). At 7 weeks of age, the body weight, WAT weight, and liver weight were higher in *ob/ob* mice, with no differences between *ob/ob* GR^fl/fl^ and *ob/ob* GR-mKO mice (Figure 7B). Histological analyses implied no significant differences between *ob/ob* GR^fl/fl^ and *ob/ob* GR-mKO mice with respect to fat accumulation in WAT (Figure 7, C and D). Similarly, liver TG content did not differ between *ob/ob* GR^fl/fl^ and *ob/ob* GR-mKO mice (Figure 7, E and F). The gene expression related to chronic inflammation in WAT was induced equally in *ob/ob* GR^fl/fl^ and *ob/ob* GR-mKO mice (Supplemental Figure 11B), supporting the minor contribution of muscle GR to metabolism in WAT at this age. The weight of gastrocnemius muscle, which was lower in *ob/ob* mice than in lean mice, was not statistically different between *ob/ob* GR^fl/fl^ and *ob/ob* GR-mKO mice (Figure 7G). However, *ob/ob* GR-mKO mice showed slight histological changes, including increased CSAs of type IIb fibers and decreased CSAs of type I and IIa fibers, compared with *ob/ob* GR^fl/fl^ mice (Figure 7, H and I). These changes suggest that muscle GR signaling under leptin deficiency can affect local metabolism in muscle.

Given the muscle GR–mediated enhancement of hyperinsulinemia in the CORT-induced obesity model, we next examined the plasma insulin levels of the *ob/ob* model. Strikingly, plasma insulin levels were lower in *ob/ob* GR-mKO mice than *ob/ob* GR^fl/fl^ mice, and *ob/ob* GR-mKO mice showed reduced HOMA-IR (Figure 8, A and B). The blood glucose levels in IPGTT also demonstrated improved glucose tolerance in *ob/ob* GR-mKO mice (Figure 8C). Muscle atrogenes such as *MuRF1/Trim63* and *Atrogin1/Fbxo32* were downregulated in *ob/ob* GR^fl/fl^ mice compared with lean GR^fl/fl^ mice (Supplemental Figure 11C), possibly reflecting the counteracting role of hyperinsulinemia in *ob/ob* mice for maintaining muscle mass. In addition, some gene expression changes in gastrocnemius muscle induced by obesity were not observed in GR-mKO mice (Supplemental Figure 11, D–F, and Supplemental Tables 10–12). Therefore, the inhibition of muscle GR signaling under progression of obesity mitigates hyperinsulinemia without apparent changes in fat accumulation in WAT or in liver, possibly via changes in local muscle metabolism.

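Gene expression in gastrocnemius muscle of the 7-week-old male mice was measured by RNA-seq in 4 groups, lean GR fl/fl, lean GR-mKO, *ob/ob* GR fl/fl, and *ob/ob* GR-mKO mice. RNA of 3 mice was pooled in each group and sequenced as 1 library. The data therefore have no biological replicates, and no difference between groups could be held against the variation between mice. The authors quantified 100-bp paired-end reads against protein-coding transcripts with Salmon v1.2.1 and summarized them to genes with tximport as length-scaled TPM. Where a gene name was duplicated, they kept the entry with the largest total. The deposited values are expected counts for 22252 gene names, not normalized between libraries. The libraries held from 19897754 to 20959781 expected counts, and from 5262 to 6468 gene names had a count of 0. The 50 most abundant genes took from 45.3% to 48.3% of the counts. Differentially expressed genes were called with NOISeq-sim, the method of NOISeq for data without replicates, in an implementation written from its description. NOISeq-sim draws simulated technical replicates from each library. For each gene, it gives the probability that the fold change and the absolute difference both exceed those between simulated replicates. The settings were those of the paper (pnr 0.2, nss 5, v 0.02, lc 0, and a threshold of 0.9). The paper's text does not name the scaling. Scaling to CPM, the share of a gene in the counts of its library, was chosen here. The probability covers technical sampling only and is not a *P* value for a difference between groups of mice. The 14206 genes with counts above 0 in all 4 libraries were tested. Simulated data had 200 changed genes, drawn from genes above 50 counts. Of the 200, 83 were called at a 2-fold change and 165 at a 4-fold change, and 0 of 13883 and 0 of 13898 unchanged genes were called. Both simulated libraries were sampled from 1 expression profile. False calls were therefore unlikely from the start, and these numbers do not cover differences between pools of mice or genes with lower counts. Confidence intervals of single libraries are 95% Wilson intervals and cover counting error only.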

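*Trim63* (ENSMUSG00000028834.13), which encodes MuRF1, lies on chromosome 4 of GRCm38 from 134315120 to 134329629. Its expression was 268 CPM in lean GR fl/fl mice (95% confidence interval, 261–275) and 184 CPM in *ob/ob* GR fl/fl mice (178–189). The log2 fold change of *ob/ob* against lean GR fl/fl mice was -0.55, with a NOISeq probability of 0.812, which is under the threshold. Of the 500 genes nearest to *Trim63* in mean expression, 19.2% changed at least as much. In GR-mKO mice, *Trim63* was at 189 CPM in lean (183–196) and 161 CPM in *ob/ob* mice (156–167), a log2 fold change of -0.23 with a probability of 0.582. *Fbxo32* (ENSMUSG00000022358.7), which encodes Atrogin1, lies on chromosome 15 from 58175879 to 58214932. It was at 215 CPM in lean GR fl/fl mice (209–221) and 144 CPM in *ob/ob* GR fl/fl mice (139–149), a log2 fold change of -0.58 with a probability of 0.821. At least as large a change was seen in 16.4% of the 500 genes nearest to *Fbxo32*. In GR-mKO mice, *Fbxo32* was at 214 CPM in lean (208–220) and 232 CPM in *ob/ob* mice (226–239), with a log2 fold change of 0.12 and a probability of 0.383. In GR fl/fl mice the change of each gene was thus larger than its counting error, and neither was called. The median gene also fell, by 0.11 on the log2 scale in GR fl/fl and by 0.21 in GR-mKO mice. Relative to the median gene, *Trim63* changed by -0.43 in GR fl/fl and -0.03 in GR-mKO mice, and *Fbxo32* by -0.46 and 0.33. Of 9 other settings, DESeq2 size factors moved the changes in GR fl/fl mice most, to -0.43 for *Trim63* and -0.46 for *Fbxo32*, and none of the 9 called either gene.

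**Figure D1:**
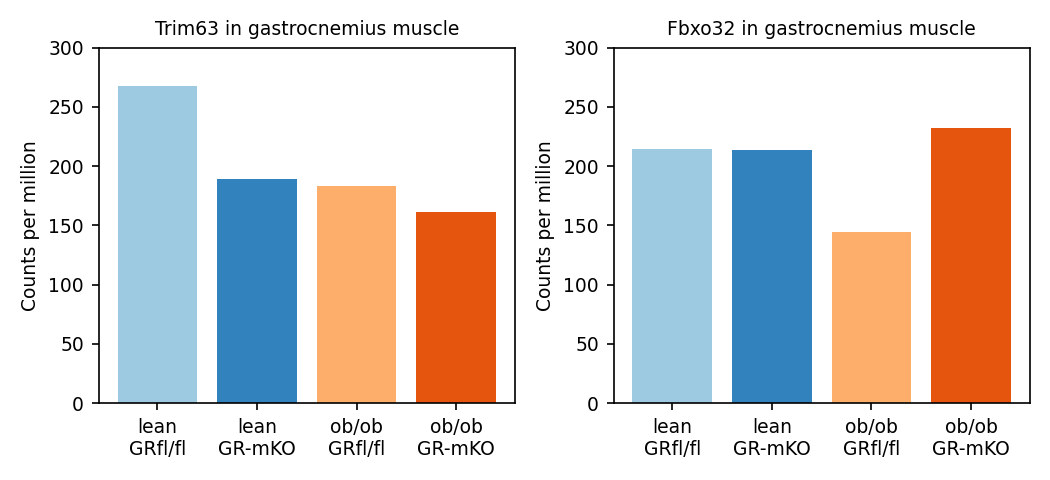
Expression of *Trim63* and *Fbxo32* (CPM, y axis) in the 4 groups (x axis). Each bar is 1 library of pooled RNA from 3 mice, and no intervals are drawn. In *ob/ob* GR fl/fl mice the 2 genes were at 184 and 144 CPM, against 268 and 215 CPM in lean GR fl/fl mice.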

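In GR fl/fl mice, 91 genes were called higher and 128 lower in *ob/ob* than in lean muscle. In GR-mKO mice, 100 genes were called higher and 319 lower. In both genotypes, 35 genes were called higher and 56 lower. Called in GR fl/fl but not in the same direction in GR-mKO mice were 56 genes that were higher and 72 that were lower. The genes called in GR-mKO but not in GR fl/fl mice were more numerous, with 65 higher and 263 lower. For 201 of the 263, the *ob/ob* GR-mKO library was the one farthest from the other 3. Of the 56 genes called higher in GR fl/fl mice only, 42 were also higher in *ob/ob* GR-mKO mice without reaching the threshold. Their median log2 fold change was 1.43 in GR fl/fl and 0.39 in GR-mKO mice. Of the 72 genes called lower in GR fl/fl mice only, 64 were also lower in GR-mKO mice, with medians of -1.33 and -0.64. In the opposite direction, 57 of the 65 and 239 of the 263 genes called in GR-mKO mice only changed the same way in GR fl/fl mice. The difference between the genotypes was not tested, because each group has 1 library. A 2-fold change with at least 50 counts, in place of the NOISeq threshold, moved the numbers called in GR fl/fl mice only most, to 160 higher and 226 lower. With edgeR's TMM factors, the median changes of all genes were -0.0079 in GR fl/fl and -0.0016 in GR-mKO mice, and 121 genes were called higher and 99 lower in GR fl/fl and 179 and 169 in GR-mKO mice. Unscaled counts, a setting chosen after seeing the data, gave 186 higher and 304 lower in GR fl/fl and 205 and 555 in GR-mKO mice. In the part of the CORT-model data at hand, unscaled counts called 72 of 72, 77 of 77 and 82 of 82 genes that the paper lists. These were among 89, 101 and 98 calls, and CPM called 30, 48 and 48 of the listed genes. The genes with the largest increases among those called in GR fl/fl mice only, with at least 50 counts in 1 of the 2 GR fl/fl libraries, were *Tdrd7*, *Trim39*, *Cldn15*, *Jade1* and *Zc3h11a*. *Tdrd7* (chromosome 4, 45965334 to 46034761) rose from 33.1 to 344 expected counts in GR fl/fl mice, a log2 fold change of 3.36. In GR-mKO mice it fell from 343 to 99.4 expected counts and was called in the opposite direction (log2 fold change, -1.86). *Zc3h11a* (chromosome 1, 133619862 to 133661380) rose from 198 to 1372 expected counts in GR fl/fl mice. It was at 1815 and 1702 in lean and *ob/ob* GR-mKO mice, and its locus overlaps *Zbed6* and *Gm38394* on the same strand. Log2 fold changes of the other 3 genes were 3.30 for *Trim39*, 3.26 for *Cldn15* and 2.85 for *Jade1* in GR fl/fl mice, and 0.08, -2.49 and -0.39 in GR-mKO mice. All 5 genes were higher in lean GR-mKO than in lean GR fl/fl mice, with log2 fold changes from 2.22 to 3.43. Each of the 5 has 2 or more annotated protein-coding transcripts. For some genes, a listed entry may stand for 1 transcript, so a count could change without a change of the gene. The 128 genes called in GR fl/fl mice only were, as a set, not enriched in genes with 2 or more such transcripts. The largest decreases were those of *Gm45837*, *1700001O22Rik*, *Ppp1r18*, *Ces1f* and *Prrg1*, with log2 fold changes from -3.48 to -3.12 in GR fl/fl mice. *Gm45837* (chromosome 7, 101410886 to 101512819) overlaps *Arap1* and *Pde2a* on the same strand, and its change was 0.52 in GR-mKO mice. The changes of the other 4 genes in GR-mKO mice were -2.02, -0.33, -2.61 and -0.75, in the order given. When genes with at least 10 counts in every library were tested, *Trim39* and *Prrg1* were just under the threshold in GR fl/fl mice (probability, 0.891 and 0.899).

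**Figure D2:**
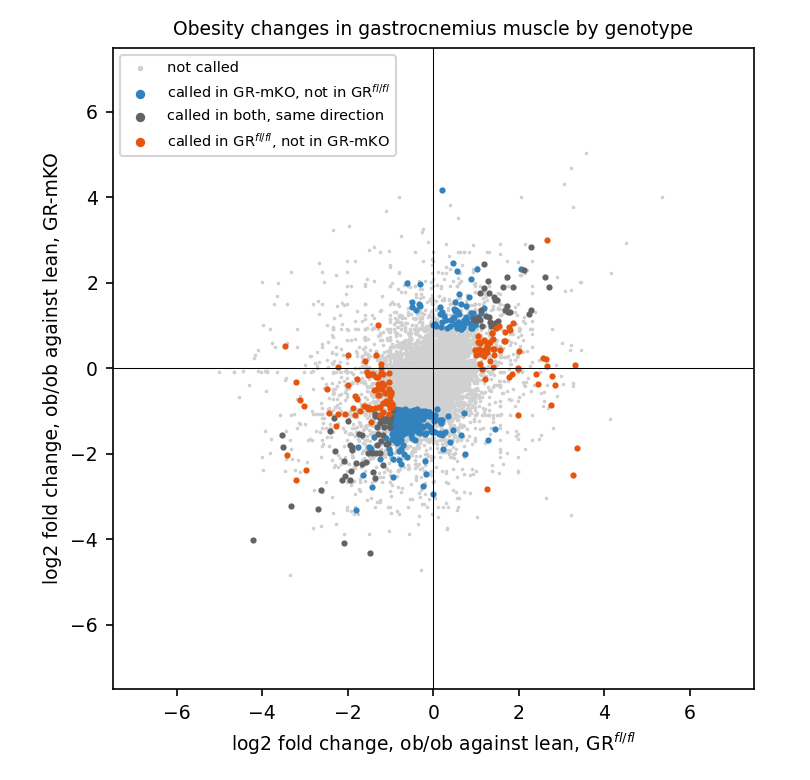
Log2 fold change of *ob/ob* against lean mice in GR fl/fl (x axis) and in GR-mKO mice (y axis) for the 14206 genes tested, with 1 library of pooled RNA per group. Orange points are the 128 genes called in GR fl/fl mice only, blue points those called in GR-mKO mice only (the 2 genes called in opposite directions are drawn in orange), dark grey points the 91 called in the same direction in both, and light grey points the rest; of the 128 genes, 106 have the same sign in both genotypes.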

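In lean mice, 50 genes were called higher and 58 lower in GR-mKO than in GR fl/fl muscle. In *ob/ob* mice, 60 were called higher and 90 lower. In both backgrounds, 8 genes were called higher and 19 lower. *Fkbp5* (chromosome 17, 28399094 to 28517527), a gene induced by GR, had a log2 fold change of -1.96 in lean and -2.02 in *ob/ob* mice and was called in both (NOISeq probability, 0.978 and 0.980). *Foxo1* (chromosome 3, 52268336 to 52353221) was lower by a similar amount in both backgrounds, with log2 fold changes of -0.79 and -0.83, and was called in neither (0.871 and 0.870). It was called in both when genes with at least 10 counts in every library were tested and with a pnr of 0.5. *Ddit4* (chromosome 10, 59949669 to 59951834) was called lower in lean GR-mKO mice (-1.33, probability 0.952), and its change between the *ob/ob* groups was -0.12. With obesity, *Ddit4* fell by 1.84 on the log2 scale in GR fl/fl mice and was called, and by 0.64 in GR-mKO mice, where it was not called. Between genotypes, *Map1lc3a*, *Foxo3*, *Foxo4*, *Klf15* and *Bnip2* changed by log2 values from -0.58 to 0.20 and were called in neither background. Among the genes called in both backgrounds, those with large decreases included *Odf3l2*, *Arrdc2* and *Rbmx*, besides *Fkbp5*. *Odf3l2* changed by -4.36 and -3.82, *Arrdc2* by -3.83 and -3.85, and *Rbmx* by -1.68 and -2.83 in lean and *ob/ob* mice. The largest increases were those of *Actc1* (2.04 and 3.32), *Sytl2* (1.68 and 2.48), *Galnt2l* (1.36 and 2.49), *Rrad* (2.04 and 1.63) and *Fam83d* (1.55 and 2.04). With TMM, DESeq2's factors or a seed of 2, *Fam83d* was not called in lean mice. *Actc1* has a close paralog expressed in muscle, *Acta1*, so its reads cannot be assigned with certainty. The transcript listed for *Galnt2l* belongs to a readthrough locus that overlaps 73 other protein-coding genes. The paper gives its expression data in addition to plasma insulin, HOMA-IR and glucose tolerance (Figure 8), and it proposes altered metabolism within muscle as a possible route to the lower insulin.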

We assumed that the metabolic changes in *ob/ob* GR-mKO mice, including suppression of hyperinsulinemia, require a long time to exert effects on the changes in systemic body composition. We therefore observed the progress of body weight and fat accumulation after 7 weeks of age in the *ob/ob* model. As expected, the increase in body weight was suppressed in *ob/ob* GR-mKO mice compared with *ob/ob* GR^fl/fl^ mice (Figure 9A). At 20 weeks of age, the weight of WAT and liver was significantly suppressed or tended to be suppressed in *ob/ob* GR-mKO mice compared with *ob/ob* GR^fl/fl^ mice, although there was a minor and nonsignificant recovery in the weight of gastrocnemius muscle (Figure 9B). The appearance of mice and axial CT images at 20 weeks old supported the reduction in fat accumulation in *ob/ob* GR-mKO mice (Figure 9, C and D). Blood glucose levels were lower in *ob/ob* GR-mKO mice than in *ob/ob* GR^fl/fl^ mice (Figure 9E), demonstrating that the inhibition of muscle GR signaling improves obesity-associated hyperglycemia.

In summary, 2 obese mouse models under excessive or physiological CORT levels revealed that there is muscle GR–originated and insulin-mediated metabolic communication involving WAT, liver, and skeletal muscle, which is crucial to the induction of body composition changes and glucose intolerance. A schematic diagram obtained from this study is shown in Figure 10.

## Discussion

This study demonstrated that muscle GR signaling contributes to metabolic abnormalities in glucocorticoid excess, including muscle atrophy, systemic lipid accumulation, glucose intolerance, and hyperinsulinemia. We also revealed that hyperinsulinemia induced by muscle GR signaling facilitates lipid accumulation, especially in WAT, and also inhibits muscle atrophy. Another critical point demonstrated by our experiments on *ob/ob* mice is the possible involvement of muscle GR in general obesity. Despite a lack of strong positive correlations between BMI and systemic glucocorticoid levels in general human obesity (36, 37), our findings indicate that local muscle GR signaling must be more closely related to obesity and metabolic diseases than had been expected, regardless of hypercortisolemia. According to a recent systematic analysis, the transcriptomic data of skeletal muscle from patients with type 2 diabetes showed enrichment of genes related to glucocorticoid response (38). The interorgan communication, including muscle GR signaling, an evolutionarily acquired mechanism that is crucial in starvation response, can be detrimental to some context in the era of excessive eating.

The importance of local GR signaling in tissues or cells under obesogenic states has been of great interest (39). Its relevance is supported by research findings showing that mutations or polymorphisms in the GR-encoding *NR3C1* gene lead to obesity and metabolic diseases if they express a more active form of the GR protein (40–43). Along this line, the significance of tissue-specific GR signaling in obesity has been reported; for example, liver GR signaling accelerates fat accumulation in adipose tissue and worsens systemic insulin sensitivity in a 2-week DEX treatment model (15). This liver-fat interrelation is also consistent with our finding that there are residual correlations between WAT weight and the parameters associated with hepatic steatosis in GR-mKO mice after CORT treatment. Meanwhile, the significance of GR signaling in adipocytes has been noted in many studies. For example, deletion of adipocyte GR promotes a glucocorticoid-induced increase in WAT (15, 17, 44), reduces hyperinsulinemia and insulin resistance (17, 44, 45), and prevents CORT-induced hepatic steatosis (44). Our findings revealed a muscle GR–mediated increase in WAT and liver weights, which we believe is a novel mechanism regulating body composition under glucocorticoid excess. Taken together, all of the glucocorticoid signaling in skeletal muscle, WAT, and liver contribute to systemic fat accumulation via regulation of other organs. In addition, such metabolic changes based on interorgan communication are closely related to hyperinsulinemia, which could be a cause as well as a result of obesity.

Our RNA-seq analyses indicated that various genes in gastrocnemius muscle, WAT, and liver are upregulated or downregulated by CORT treatment and are influenced by muscle GR signaling. Such comprehensive changes are thought to determine systemic metabolic properties, including hyperinsulinemia. Of these, enhanced muscle protein catabolism and the efflux of amino acids, such as alanine, may induce hyperglycemia and hyperinsulinemia through promotion of amino acid metabolism in liver (26), or by the direct influence of amino acids on islets (46, 47). Such hyperinsulinemia via muscle GR may contribute to the induction of insulin resistance under chronic CORT treatment. Supporting this, our analyses showed that muscle GR can enhance insulin secretion in response to CORT before the induction of insulin resistance (Figure 4E and Supplemental Figure 5). This suggests that CORT treatment induces muscle GR–independent systemic insulin resistance initially but induces muscle GR–dependent insulin resistance via the induction of hyperinsulinemia during long-term CORT treatment. Increased amino acid supply from skeletal muscle through muscle GR is thought to play an important role in enhancing hyperinsulinemia, but other mechanisms, including impairment of muscle insulin signaling via muscle GR, may also be involved in CORT-induced obesity. In fact, it has been reported that CORT-induced impairment of insulin signaling in myocytes may be crucial (48). Such insulin resistance in local tissues may result in hyperinsulinemia, which can play a causal role in obesity (49). Notably, the blockade of muscle GR signaling in *ob/ob* mice under physiological plasma CORT levels also reduced hyperinsulinemia at 7 weeks of age, whereas they exhibited only minor recovery in muscle weight and no reduction in fat accumulation in WAT and liver, suggesting that the underlying mechanisms are not limited to substrate redistribution. Further analysis in future studies is necessary to elucidate the detailed mechanisms. In any case, although multiple factors are likely to be involved, our results provide in vivo evidence that muscle GR signaling can cause excessive hyperinsulinemia and can thereby result in obesity.

We also revealed the substantial contribution of hyperinsulinemia to counteracting glucocorticoid-induced muscle atrophy, which seems to be a negative feedback. Interestingly, muscle-specific *MuRF1*-transgenic mice show an equivalent volume of skeletal muscle along with striking hyperinsulinemia (50), which supports the intrinsic compensatory mechanism against enhanced muscle catabolic signaling. Taken together, these results show that hyperinsulinemia is a vital mechanism in preventing muscle atrophy both in the physiological state and in glucocorticoid excess. In future studies, the time-dependent manner of this compensation should be investigated to understand the pathophysiological mechanisms underlying the metabolic dysregulation involving muscle atrophy and alterations in insulin secretion capacity.

There are some limitations to this study. First, glucocorticoids are important regulators of circadian rhythm (51), but we did not assess this effect in this study. Chronic CORT treatment via drinking water may affect both the central and peripheral circadian clocks, including oscillations of gene expression; this should be addressed in future studies. Second, the significance of muscle GR signaling and related interorgan communication might be different among catabolic models (18, 52, 53), nutritional states (54, 55), species (56), and sexes (57–61). Comprehensive analyses that include an assessment of energy balance in various models at different time points should be performed to reveal conditionally determined metabolic pathways. Nevertheless, the findings in this study strengthen the importance of muscle metabolism regulated by GR signaling to combat metabolic diseases. Third, GR expression in GR-mKO mice is suppressed beginning at the development stage. Thus, compensatory mechanisms may influence their phenotypes. Future studies using inducible KO models to assess different stages of obesity can clarify the pathological roles of muscle GR signaling in greater detail. Finally, glucocorticoid effects on muscle may include those mediated by mineralocorticoid receptors (MRs) in skeletal muscle (62). 

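*Nr3c1*, which encodes GR, and *Nr3c2*, which encodes MR (chromosome 8, 76899442 to 77245012), were compared within each of the 4 gastrocnemius libraries of 7-week-old mice, each made from the pooled RNA of 3 mice. In lean GR fl/fl mice, *Nr3c1* had 2593 and *Nr3c2* 207 expected counts, a ratio of 12.6 (95% confidence interval, 10.9–14.5). In *ob/ob* GR fl/fl mice, the expected counts were 2134 and 226, a ratio of 9.46 (8.23–10.8). GR-mKO mice had lower ratios, 7.77 in lean (6.61–9.08) and 3.60 in *ob/ob* mice (3.10–4.16). The intervals were computed from the Wilson interval of the share of *Nr3c1* in the counts of both genes, and they cover counting error only. Those of lean GR fl/fl and *ob/ob* GR-mKO mice overlap with no other, and those of lean GR-mKO and *ob/ob* GR fl/fl mice overlap. Because the variation between mice was not measured, this does not show whether groups of mice differ. The count of *Nr3c1* also covers exons other than the floxed exon. Ratios in GR-mKO mice, and medians that include them, therefore do not compare transcripts holding that exon with those of MR. The median ratio was 8.62 over the 4 libraries, 11.0 over the GR fl/fl libraries and 5.69 over the GR-mKO libraries. After each count was divided by the length of the gene's longest protein-coding transcript, 6436 bp for *Nr3c1* and 5916 bp for *Nr3c2*, the median over the 4 libraries was 7.92.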

Our RNA-seq data on gastrocnemius muscle showed that the transcript levels of GR are about 10 times higher than those of MR (Supplemental Tables 1 and 10), possibly indicating that MR plays a minor role. Although our study clearly demonstrates the metabolic role of muscle GR, the pathophysiological significance of the relative abundance of GR and MR should be assessed in future studies.

In conclusion, the inhibition of muscle GR signaling prevents obesity and related metabolic abnormalities, partly based on the significant suppression of hyperinsulinemia and subsequent reduction of systemic fat accumulation. The signaling cascade regulated by muscle GR is a fascinating target to combat obesity or obesity-related diseases, because not only the suppression of hyperinsulinemia and hyperglycemia but also keeping muscle mass are anticipated. The roles of muscle GR must be a clue to unravel the pathophysiology of obesity and to realize effective interventions against metabolic diseases.

## Methods

### Animal studies.

Mice were maintained in individual cages (1 mouse per cage) on a 12-hour light/dark cycle with free access to water and a stock pellet diet (CA-1, CLEA Japan, 3.47 kcal/g) in a specific pathogen–free environment at the Laboratory Animal Research Center, Institute of Medical Science, University of Tokyo, and in the Department of Biochemistry, Keio University School of Medicine. All experiments were conducted using male mice.

GR^fl/fl^ mice were provided by Günther Schütz (German Cancer Research Center, Heidelberg, Germany) (63). GR-mKO mice were generated as previously described (7). Briefly, exon 3 of the *Nr3c1* gene, which corresponds to the region containing the DNA-binding domain of GR, was floxed, and functional GR protein was deleted in a myofiber-specific manner using *Acta1*-Cre (Supplemental Figure 12). These mice were regularly backcrossed with C57BL/6J (CLEA Japan). 

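*Nr3c1* (ENSMUSG00000024431.15) lies on the minus strand of chromosome 18 of GRCm38, from 39410545 to 39519421, and 9 protein-coding transcripts are annotated. The exon that follows the large first coding exon spans 39428617 to 39428780, is 164 bp long and is coding over its whole length. It is exon 3 in 2 of the annotated transcripts and exon 2 in the transcript listed with the expected counts, ENSMUST00000115571, which has 8 exons. Its sequence in the direction of transcription is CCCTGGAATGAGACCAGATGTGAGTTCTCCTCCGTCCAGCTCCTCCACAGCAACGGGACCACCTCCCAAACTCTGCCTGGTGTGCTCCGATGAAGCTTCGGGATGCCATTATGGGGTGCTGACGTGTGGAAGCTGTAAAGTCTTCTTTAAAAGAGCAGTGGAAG. Division of 164 by 3 leaves a remainder of 2, so that joining the flanking exons shifts the reading frame. The exon makes up 2.59% of the 6327 bp of the listed transcript, and the expected count of the gene covers the other exons as well. The count therefore does not measure the loss of the exon itself. In gastrocnemius muscle, the expression of *Nr3c1* was 125 CPM in lean GR fl/fl mice (95% Wilson interval for counting error, 120–130) and 67.1 CPM in lean GR-mKO mice (63.6–70.8). In *ob/ob* mice it was 102 CPM in GR fl/fl (97.7–106) and 39.1 CPM in GR-mKO mice (36.6–41.9). Each value is from 1 library of pooled RNA. The log2 fold change of GR-mKO against GR fl/fl mice was -1.38 in *ob/ob* mice, which was called with a NOISeq probability of 0.951, and -0.90 in lean mice, which with 0.894 was just under the threshold and was called under 5 of 9 other settings. Of the 500 genes nearest to *Nr3c1* in mean expression, 0.2% changed at least as much in *ob/ob* and 0.8% in lean mice.

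**Figure D3:**
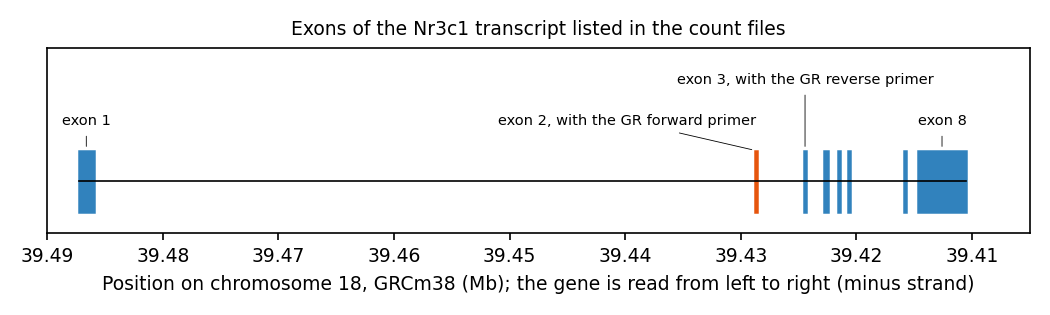
Exons of the *Nr3c1* transcript listed with the expected counts, along chromosome 18 of GRCm38 (x axis, position), with the 164-bp exon set apart. The exon lies between 39428617 and 39428780, and the axis runs from high to low positions, so that the gene reads from left to right.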

To create a mouse model in which systemic GR signaling is chronically activated, the drinking water of 8-week-old mice was replaced with a 1% ethanol solution containing 100 μg/mL CORT (FUJIFILM Wako Pure Chemicals Corporation) or a vehicle (1% ethanol solution), and the mice were allowed to drink normally. For the experiments using STZ and CORT, 7-week-old mice were intraperitoneally administered 120 mg/kg body weight STZ (FUJIFILM Wako Pure Chemicals Corporation) dissolved in 100 mM sodium citrate buffer (pH 4.5) or sodium citrate buffer alone (vehicle) (day 0). Five days after the injection of STZ or vehicle, mice were provided water with 50 μg/mL CORT for STZ-pretreated mice or with 100 μg/mL CORT in vehicle-pretreated mice. On day 26, the mice were euthanized. Total CORT intake in each mouse was calculated by determining the decrease in the volume of drinking water. For the study using STZ and DEX, 7-week-old mice were intraperitoneally injected with 200 mg/kg body weight STZ or vehicle on day 0. Five days after the administration of STZ or vehicle, mice were intraperitoneally injected with DEX (Sigma-Aldrich) at 1 mg/kg body weight or saline and were euthanized 3 hours later. Lep^ob/+^ mice were obtained from Charles River Laboratories. To generate *ob/ob* GR^fl/fl^, *ob/ob* GR-mKO, and their control lean mice, we first crossed Lep^ob/+^ mice with GR Flox^+/+^ Cre^–/–^ (GR^fl/fl^) or GR Flox^+/+^ Cre^+/–^ (GR-mKO), all of which were offspring of mice that had been backcrossed with C57BL/6J for more than 10 generations. By crossing them and their offspring, we obtained GR Flox^+/+^ Cre^–/–^ Lep^ob/+^ and GR Flox^+/+^ Cre^+/–^ Lep^ob/+^. They were regularly crossed with GR-mKO or GR^fl/fl^ mice. Then, we crossed GR Flox^+/+^ Cre^–/–^ Lep^ob/+^ and GR Flox^+/+^ Cre^+/–^ Lep^ob/+^, which yielded GR Flox^+/+^ Cre^–/–^ Lep^ob/ob^ (*ob/ob* GR^fl/fl^), GR Flox^+/+^ Cre^+/–^ Lep^ob/ob^ (*ob/ob* GR-mKO), GR Flox^+/+^ Cre^–/–^ Lep^+/+^ (lean GR^fl/fl^), and GR Flox^+/+^ Cre^+/–^ Lep^+/+^ (lean GR-mKO).

An intraperitoneal injection of sodium pentobarbital (Kyoritsu Seiyaku) at 75 mg/kg body weight was used to anesthetize the mice. Blood samples were collected from the inferior vena cava, and blood glucose levels were measured using a Glucose Pilot Blood Glucose Monitoring System (NGP-01B, Technicon International). The remaining blood samples were transferred into heparinized sampling tubes, and plasma samples were separated by centrifugation. All plasma samples were kept at –80°C until biochemical assays were performed. Excised tissues were weighed and quickly frozen or fixed in formalin. Frozen tissues were crushed using Cryo-Press (Microtec Co., Ltd.) with a mini compressor (Kiso Power Tool Co.). For the IPITT and IPGTT, mice were fasted with free access to water and intraperitoneally injected with insulin (Humulin R, Eli Lilly) or glucose (FUJIFILM Wako Pure Chemicals Corporation). Fasting time, the dose of insulin or glucose, and time points for the measurement of blood glucose levels in tail vein are indicated in each legend.

### CT.

CT scans were performed using an in vivo micro X-ray CT system CosmoScan FX (Rigaku). The tube voltage was set at 90 kV and the current was constant at 88 μA. Mice were anesthetized with isoflurane (DS Pharma Animal Health) inhalation and scanned at a resolution of 120 μm pixels. The CT attenuation value of air was defined as –1000 Hounsfield units (HU) and that of water was defined as 0 HU. CT attenuation values for scanned images were calibrated using imaging phantoms for every scan.

### Histopathological analysis.

Immunohistochemistry was performed to measure fiber type–specific CSAs in gastrocnemius muscle. Excised muscle samples were stood upright on a piece of cork using tragacanth gum and frozen in liquid nitrogen–cooled isopentane. They were cut into 8-μm sections using a cryostat (Leica, CM1950) at –25°C. Cryosections were fixed in cold acetone (Nacalai Tesque Inc.) for 15 minutes and dried for 1 hour. After blocking with 5% goat serum/1% bovine serum albumin (BSA) in PBS, they were incubated overnight at 4°C with primary antibodies diluted in 1% BSA in PBS. Specimens were then washed with PBS and incubated with secondary antibodies diluted in 1% BSA in PBS at room temperature for 1 hour. After washing with PBS, they were mounted in Mount-Quick aqueous mounting medium (Daido Sangyo Co., Ltd.). Primary antibodies used for staining were as follows: rat IgG1 laminin α2 antibody (1:1,000, 4H8-2, Enzo Life Sciences), mouse IgG2b MyHC type I antibody (1:400, BA-D5), mouse IgG1 MyHC type IIa antibody (1:400, SC-71), and mouse IgM MyHC type IIb antibody (1:50, BF-F3). All MyHC antibodies were obtained from the Developmental Studies Hybridoma Bank. Secondary antibodies used for staining were as follows: an antibody labeled with Alexa Fluor 488 (1:1,000, A-11006, Thermo Fisher Scientific) for laminin α2 staining, and antibodies labeled with Alexa Fluor 568 (1:1,000, A-21144, A-21124, and A-21043, Thermo Fisher Scientific) for MyHC staining. Images of immunofluorescent staining were obtained using a BZ-X710 microscope system (KEYENCE). Fiber type–specific CSAs were quantified using ImageJ (64).

For histological analyses of WAT and liver, formalin-fixed tissues from each animal were cut into paraffin sections (5 μm thick) and subjected to hematoxylin and eosin (H&E) staining as previously described (65). Blinded observers measured CSAs of adipocytes using randomly selected cells and quantified manual outlining of the cellular membrane using ImageJ. The number of cells counted are indicated in each figure legend.

### Biochemical analyses of metabolic parameters.

Plasma levels of insulin, FGF21, and leptin were measured by ELISA (MS303, Morinaga Institute of Biological Science; MF2100, R&D Systems; MOB00B, R&D Systems, respectively) using an iMark Microplate Absorbance Reader (Bio-Rad). ALT activity in plasma was measured by colorimetric assay (K752-100, BioVision) using an iMark Microplate Absorbance Reader. These assays were accurately examined according to the manufacturer’s instructions. HOMA-IR was calculated using the formula HOMA-IR = blood glucose (mg/dL) × plasma insulin (μU/mL)/405 (66).

### Measurement of plasma amino acids.

Pooled plasma samples from 3 mice of each group were prepared, and metabolome analysis was performed using the Basic Scan package from Human Metabolome Technologies using capillary electrophoresis time-of-flight mass spectrometry (CE-TOFMS) based on methods described previously (67, 68). Peaks were extracted using the automatic integration software MasterHands (Keio University, Tsuruoka, Yamagata, Japan) to obtain peak information including *m/z*, peak area, and migration time.

### RNA-seq.

Total RNA was extracted from crushed tissues or cell pellets using Sepasol-RNA I Super G (Nacalai Tesque Inc.). Pooled RNA samples of tissue from 3 mice of each group were subjected to RNA-seq and analyzed as described previously (69), with slight modifications. Briefly, we used cutoff values of OD 260/280 ≥ 1.8 and RIN ≥ 7.0 for RNA quality, which are the recommended parameters of the Beijing Genomics Institute (BGI). Library construction and sequencing were performed on a DNBSEQ-G400 sequencer, and 100-bp paired-end reads were generated by BGI. After data filtering, mapping of reads and quantification were performed using Salmon v1.2.1 (https://salmon.readthedocs.io/en/latest/salmon.html). A fasta file listing protein-coding transcript sequences was downloaded from GENCODE (https://www.gencodegenes.org/mouse/release_M20.html) to be used as a reference. The output files were then imported to R v3.5.0 (https://www.r-project.org/) using the tximport package, and the countsFromAbundance parameter of the summarizeToGene function was set to “lengthScaledTPM.” Ensembl transcript IDs were converted to official gene names using biomaRt v2.38.0 (http://www.bioconductor.org/packages/release/bioc/html/biomaRt.html). Duplicated gene names were removed, and the entry with the largest total counts for each sample was retained. For analyses of differentially expressed genes using NOISeq (70), only genes with counts greater than 0 in all samples were included. DEGs were explored using the default settings (pnr = 0.2, nss = 5, v = 0.02, lc = 0), and a threshold of *q* = 0.9. GO enrichment analyses were performed using DAVID (https://david.ncifcrf.gov). The supercomputing resource was provided by the Human Genome Center, the Institute of Medical Science, the University of Tokyo (http://sc.hgc.jp/shirokane.html). Data generated were deposited in the NCBI Gene Expression Omnibus under accession numbers GSE198535 and GSE198536.

### Quantitative reverse transcription PCR.

Total RNA was subjected to reverse transcription with oligo-dT primer (Invitrogen) using a SuperScript III First-Strand Synthesis System for RT-PCR (Invitrogen). PCR was performed using a THUNDERBIRD Probe qPCR Mix or SYBR qPCR Mix (TOYOBO), Universal ProbeLibrary Sets (Roche), and a CFX96 Real-Time PCR Detection System (Bio-Rad). mRNA expression levels were calculated based on standard curves generated for each primer pair, and *36B4* mRNA was used as an invariant control. The sequences of primers used for quantitative reverse transcription PCR (qRT-PCR) are as follows: *36B4* forward 5′-ACTGGTCTAGGACCCGAGAAG-3′, reverse 5′-CTCCCACCTTGTCTCCAGTC-3′; *Fkbp5* forward 5′-AAACGAAGGAGCAACGGTAA-3′, reverse 5′-TCAAATGTCCTTCCACCACA-3′; *Foxo3* forward 5′-GCTAAGCAGGCCTCATCTCA-3′, reverse 5′-TTCCGTCAGTTTGAGGGTCT-3′; *MuRF1* forward 5′-CCTGCAGAGTGACCAAGGA-3′, reverse 5′-GGCGTAGAGGGTGTCAAACT-3′; *Atrogin1* forward 5′-AGTGAGGACCGGCTACTGTG-3′, reverse 5′-GATCAAACGCTTGCGAATCT-3′; *Tnf* forward 5′-CTGTAGCCCACGTCGTAGC-3′, reverse 5′-TTGAGATCCATGCCGTTG-3′; *F4/80* forward 5′-TCTCTAAACTCAAGGACACGAGGT-3′, reverse 5′-CTGGAAAATGCCCAGCAC-3′; and *GR* forward 5′-TGACGTGTGGAAGCTGTAAAGT-3′, reverse 5′-CATTTCTTCCAGCACAAAGGT-3′. 

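In the reference annotation of GRCm38, the forward primer for *Nr3c1*, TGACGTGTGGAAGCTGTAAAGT (22 nucleotides), lies at 39428640 to 39428661 on chromosome 18, within the exon that follows the large first coding exon. The reverse primer, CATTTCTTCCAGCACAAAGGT (21 nucleotides), matches the following exon, at 39424467 to 39424487. Of the 9 annotated transcripts, 5 hold both primer sites, and none of these sites is split by a junction. In 3 of these transcripts, the exon with the forward primer site is 164 bp long, an intron of 4117 bp follows, and the expected product is 78 bp. In the other 2, the exon is 167 bp long, the intron 4114 bp, and the expected product 81 bp. The exons with the primer sites are numbered 3 and 4 in 3 of the transcripts and 2 and 3 in the other 2.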

GR primers were designed to span exons 3 and 4.

### Western blotting.

The tissues were solubilized using RIPA buffer containing 0.1% SDS, a phosphatase inhibitor cocktail, 100 nM MG-132, and 1 mM dithiothreitol. All reagents were purchased from Nacalai Tesque. Equal amounts of protein were then resolved by SDS-PAGE. Proteins were transferred to Immobilon (Millipore), blocked with 1% BSA, and then reacted with primary antibodies detecting GR (1:4000; 24050-1-AP, Proteintech), GAPDH (1:50,000; G9545, Sigma-Aldrich), or β-actin (1:1000; sc-47778, Santa Cruz Biotechnology). They were then reacted with HRP-labeled secondary antibodies (1:5000; NA934V and NA931V, GE Healthcare). Images were visualized using an Immobilon Western Chemiluminescent HRP Substrate (Millipore) and an ImageQuant LAS 4000 mini digital imaging system (GE Healthcare). Band intensities were analyzed using ImageJ.

### Cell culture.

C2C12 mouse myoblasts were obtained from the American Type Culture Collection and maintained in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 10% fetal calf serum (FCS) (Invitrogen). For experiments involving DEX stimulation after preincubation with insulin, C2C12 myoblasts were first spread and cultured in DMEM supplemented with 10% FCS for 24 hours. Then, the medium was changed to serum-free DMEM and the cells were incubated for 24 hours. The cells were then pretreated with human insulin (Nacalai Tesque Inc.) by adding it to the culture medium at the indicated concentration (0–50 nM). One hour later, 10 nM DEX was added to the culture medium, and 3 hours later, the cells were washed with PBS and harvested.

### Statistics.

For multiple-group comparisons, data were analyzed using 1- or 2-way ANOVA with Tukey-Kramer post hoc test. Exceptions were as follows: a 1-way ANOVA with Dunnett’s post hoc test was performed when 1 group was compared with the others; a 2- or 3-way repeated-measures ANOVA was performed to compare the results of IPGTT or IPITT. For 2-group comparisons, data were analyzed using 2-tailed Welch’s *t* tests, but when normality could not be assumed after evaluation using the Shapiro-Wilk test, data were analyzed using Mann-Whitney *U* tests. Right-skewed data were log-transformed before statistical tests as indicated in legends. Pearson’s product-moment correlation analyses were used to investigate correlation coefficients among parameters. *P* values below 0.05 were considered statistically significant. Bar graphs indicate mean ± SEM and dots indicate individual data points. In box-and-whisker plots, whiskers show the minimum and maximum values of the data set, the box shows 1 SD above and below the mean, and a line inside the box shows the median value. Statistical analyses were performed using GraphPad Prism 9. Graphs were made using GraphPad Prism 9, R, or Microsoft Excel.

### Study approval.

All animal experiments were performed with the approval of the Animal Ethics Committee of the Institute of Medical Science, the University of Tokyo (approval numbers, PA13-64, PH14-34, PH15-16, PH15-24, PH16-11, PH16-13, and PH16-26, PA18-26), and the approval of the Experimental Animal Committee of Keio University School of Medicine (approval number, 08024).

## Author contributions

HY, MU, NY, and HT designed the research project. HY, MU, NY, AKS, and YH conducted the experiments. HY, MU, AKS, NY, and HT analyzed the data. HY, MU, YK, and HT wrote the manuscript. HY, MU, NY, AKS, MY, YH, YK, MS, and HT read the manuscript critically.

## Supplementary Material

Supplemental data

Supplemental tables 1-12

## Figures and Tables

**Figure 1:**
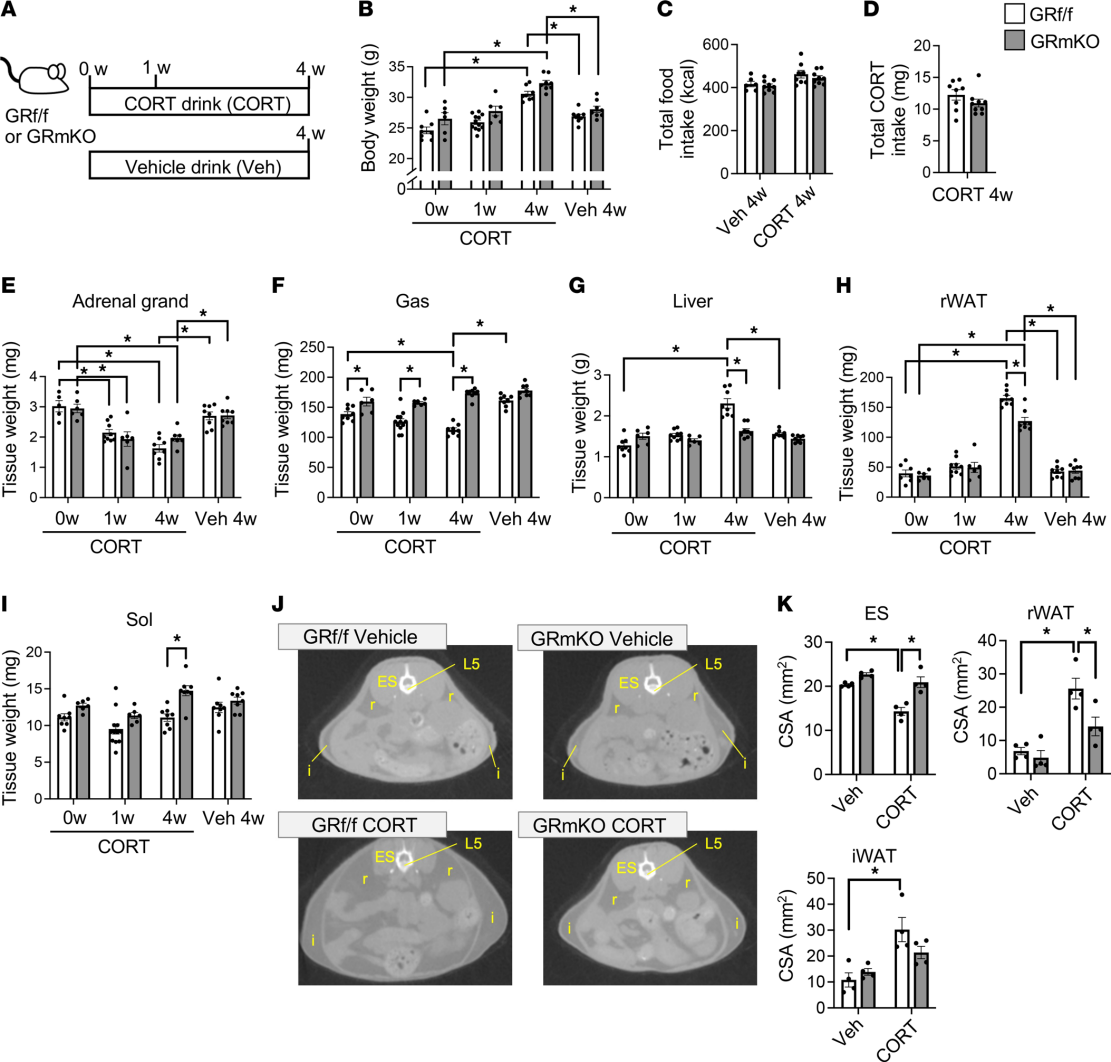
Skeletal muscle–specific GR-knockout (GR-mKO) mice are protected from body composition changes in an obese mouse model induced by chronic corticosterone (CORT) administration. (**A**) Experimental protocol. Eight-week-old GR^fl/fl^ and GR-mKO male mice were treated with vehicle or 100 μg/mL CORT solution for 0, 1, or 4 weeks. (**B**) Body weight changes. (**C**) Total food intake of mice treated with vehicle or CORT for 4 weeks. (**D**) Total CORT intake of CORT-treated mice for 4 weeks. (**E**–**I**) Tissue weights of adrenal gland (**E**), gastrocnemius muscle (Gas) (**F**), liver (**G**), retroperitoneal white adipose tissue (rWAT) (**H**), and soleus muscle (Sol) (**I**). Data are presented as mean ± SEM (*n* = 5–12). (**J**) Axial CT images at the L5 level for mice treated with vehicle or CORT for 4 weeks. L5, fifth lumbar vertebra; ES, erector spinae; r, rWAT; i, inguinal WAT (iWAT). (**K**) Cross-sectional areas (CSAs) of ES, rWAT, and iWAT measured using CT images at L5. Data presented as mean ± SEM (*n* = 4). In **D**, the statistical difference was evaluated using a 2-tailed Welch’s *t* test. For all others, 2-way ANOVA with Tukey-Kramer post hoc test was performed. Statistical differences were assessed in CORT at 0 weeks (0w) vs. CORT 1w, CORT 0w versus CORT 4w, and Veh 4w vs. CORT 4w for each genotype, and for GR^fl/fl^ versus GR-mKO under each condition. *P < 0.05.

**Figure 2:**
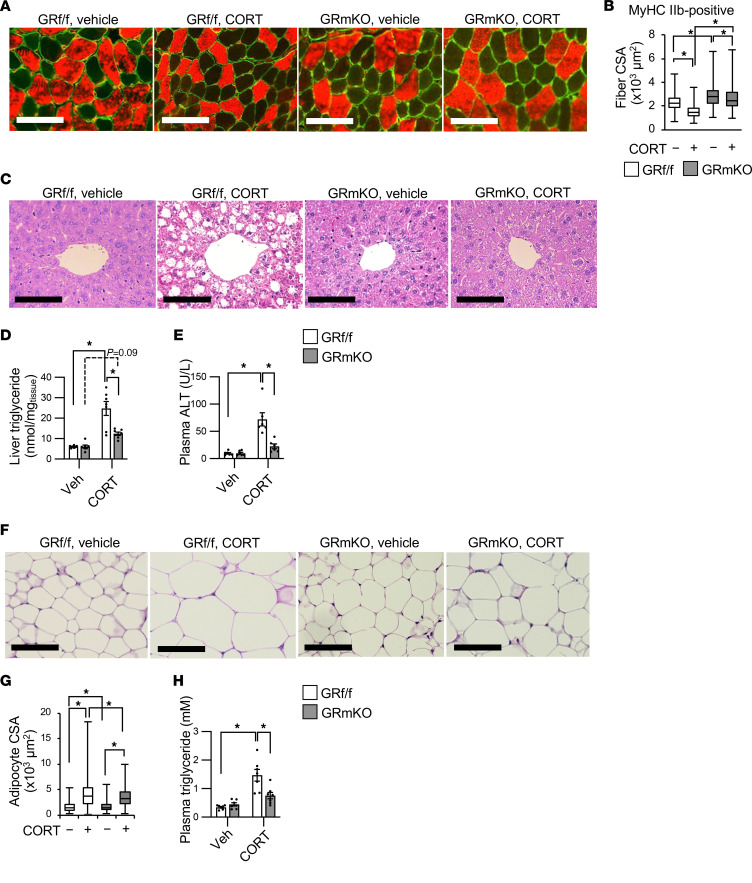
Deletion of skeletal muscle GR inhibits type IIb fiber atrophy and lipid accumulation in adipose tissue and liver in obesity induced by chronic CORT treatment. (**A**) Immunostaining of the type IIb myosin heavy chain (MyHC) (red) and laminin (green) using transverse cryosections of gastrocnemius from GR^fl/fl^ and GR-mKO male mice treated with vehicle or CORT for 4 weeks. (**B**) Cross-sectional areas (CSAs) of type IIb MyHC-positive myofibers shown as box-and-whisker plots. One hundred fibers from each animal (*n* = 3–4) were counted. (**C**) Representative images of H&E staining of liver from GR^fl/fl^ and GR-mKO mice treated with vehicle or CORT for 4 weeks. (**D**) Triglyceride concentrations in the liver. Data presented as mean ± SEM (*n* = 7). (**E**) Plasma alanine aminotransferase (ALT) levels in GR^fl/fl^ and GR-mKO mice treated with vehicle or CORT for 4 weeks. Data presented as mean ± SEM (*n* = 6). (**F**) Representative images of H&E staining of rWAT from GR^fl/fl^ and GR-mKO mice treated with vehicle or CORT for 4 weeks. (**G**) CSAs of adipocytes shown as box-and-whisker plots. One hundred cells from each animal (*n* = 4) were counted. (**H**) Plasma triglyceride levels of GR^fl/fl^ and GR-mKO mice treated with vehicle or CORT for 4 weeks. Data presented as mean ± SEM (*n* = 7). Scale bars: 100 μm (**A**, **C**, and **F**). *P < 0.05 determined by 2-way ANOVA with Tukey-Kramer post hoc test.

**Figure 3:**
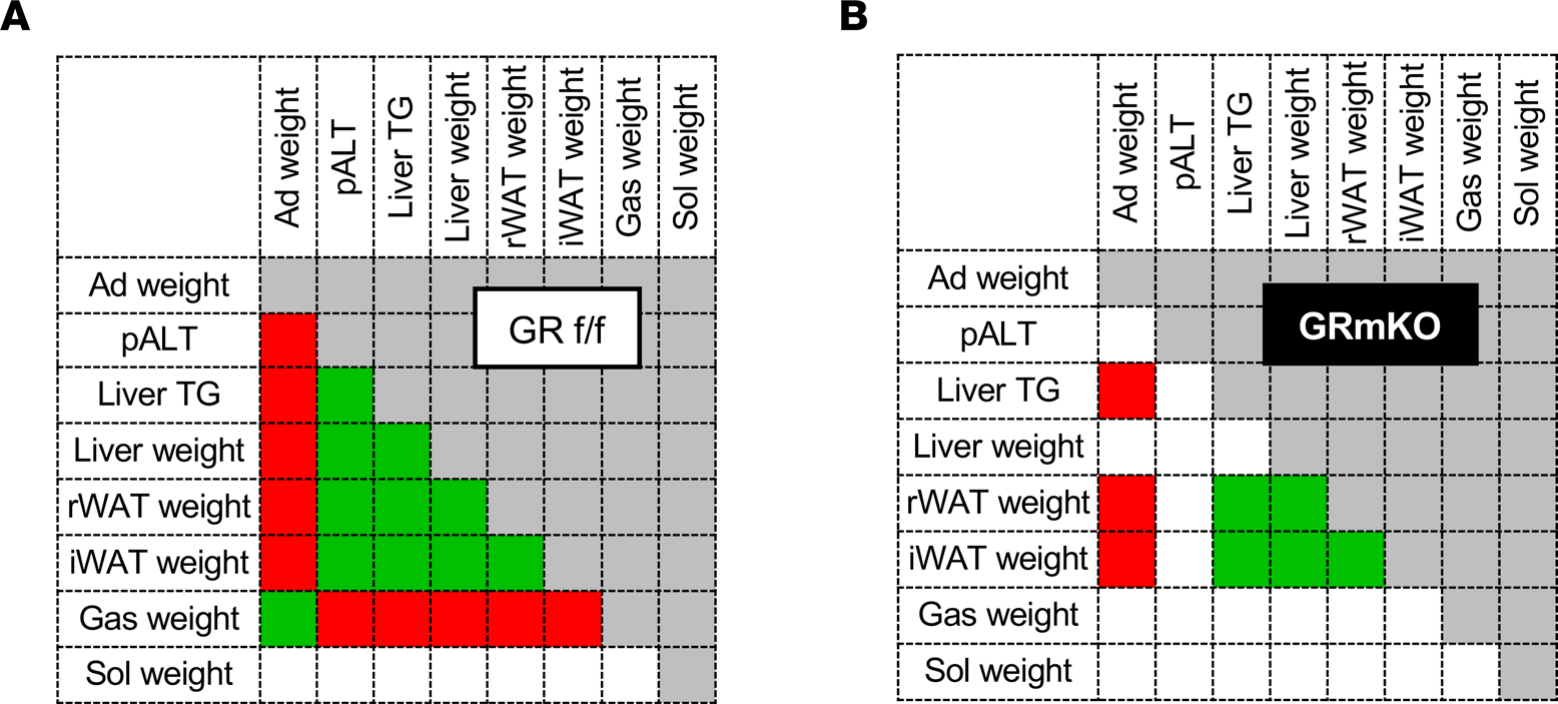
Interrelationships of systemic metabolic changes under chronic CORT treatment are coordinated by muscle GR. Correlations between metabolic parameters and tissue weights in GR^fl/fl^ (**A**) and GR-mKO mice (**B**) are shown as heatmaps (*n* = 5–6). Green or red colored cells indicate significant positive or negative correlations between each pair, respectively (*P* < 0.05). An absence of color means no correlation. Pearson’s product-moment correlation analyses were performed. Ad, adrenal gland; pALT, plasma alanine aminotransferase; TG, triglyceride; rWAT, retroperitoneal white adipose tissue; iWAT, inguinal white adipose tissue; Gas, gastrocnemius muscle; Sol, soleus muscle.

**Figure 4:**
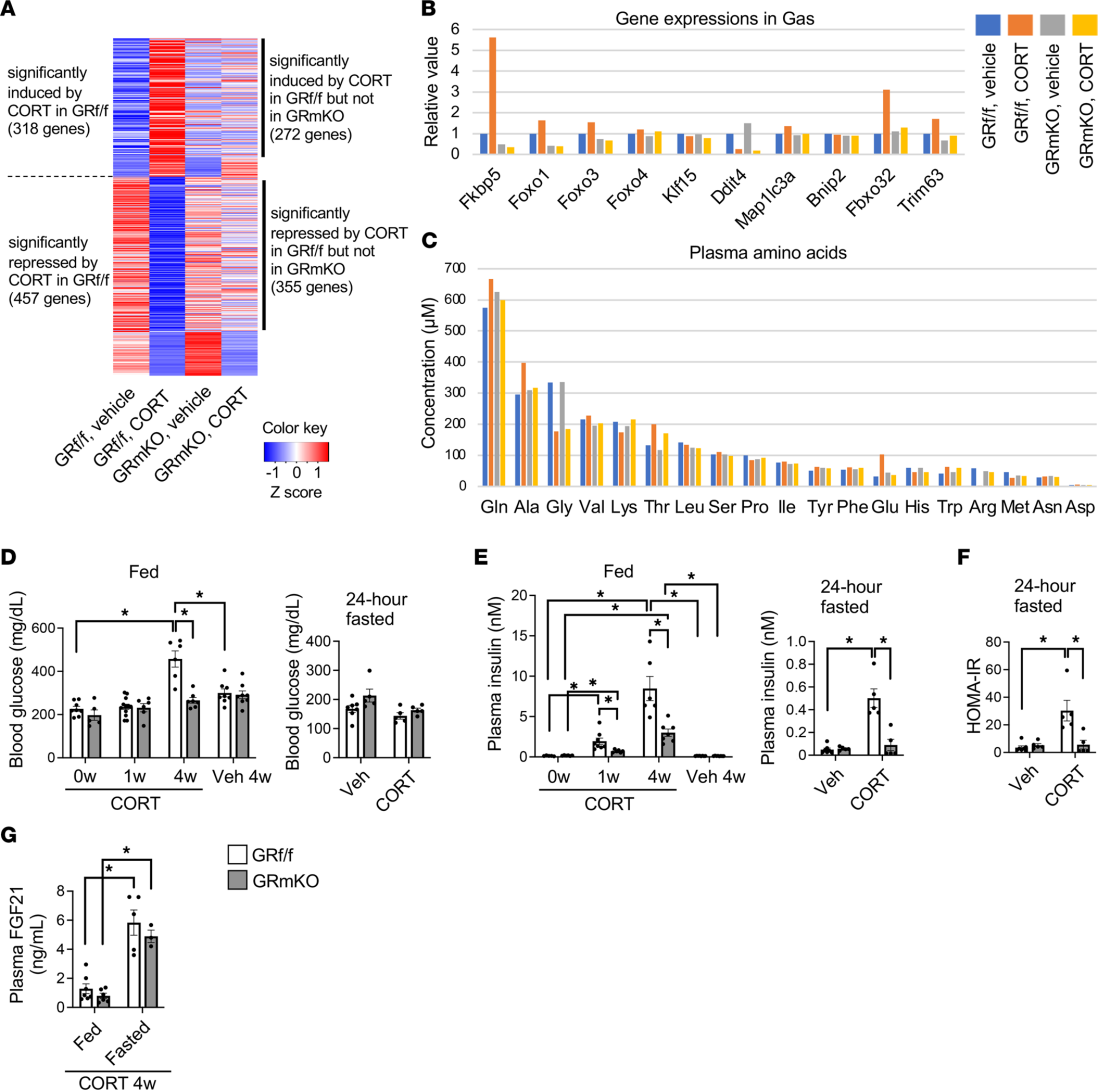
Muscle GR regulates the muscle transcriptome, alters plasma amino acid levels, and causes hyperglycemia and hyperinsulinemia in an obesity model induced by chronic CORT treatment. (**A**) RNA-seq was performed using pooled RNA samples (*n* = 3) of gastrocnemius muscle (Gas) from GR^fl/fl^ and GR-mKO mice treated with vehicle or CORT for 4 weeks. The levels of genes significantly induced or repressed by CORT in GR^fl/fl^ mice are shown as a heatmap. (**B**) The levels of some GR downstream genes are shown. (**C**) Plasma amino acid levels from GR^fl/fl^ and GR-mKO mice treated with vehicle or CORT for 4 weeks. Pooled plasma samples (*n* = 3) were used. (**D**) Blood glucose and (**E**) plasma insulin levels of fed or 24-hour-fasted GR^fl/fl^ and GR-mKO mice treated with vehicle or CORT for 0, 1, or 4 weeks. In 24-hour-fasted mice, the levels at 4 weeks were evaluated. *n* = 5–12 fed in **D**; *n* = 5–7 fasted in **D**; *n* = 5–8 fed in **E**; *n* = 5–7 fasted in **E**. (**F**) A homeostasis model assessment for insulin resistance (HOMA-IR) of 24-hour-fasted GR^fl/fl^ and GR-mKO mice treated with vehicle or CORT for 4 weeks (*n* = 5–7). (**G**) Plasma FGF21 levels in GR^fl/fl^ and GR-mKO mice treated with vehicle or CORT for 4 weeks. The results under fed or 24-hour-fasted states are shown (*n* = 3–7). Data presented as mean ± SEM. In **D**–**G**, 2-way ANOVA with Tukey-Kramer post hoc test was performed. *P < 0.05. For the fed data in **D** and **E**, statistical differences were assessed in CORT at 0 weeks (0w) versus CORT 1w, CORT 0w versus CORT 4w, and Veh 4w versus CORT 4w in each genotype, and in GR^fl/fl^ versus GR-mKO under each condition. In the fed data in **E**, data were log-transformed before statistical analysis.

**Figure 5:**
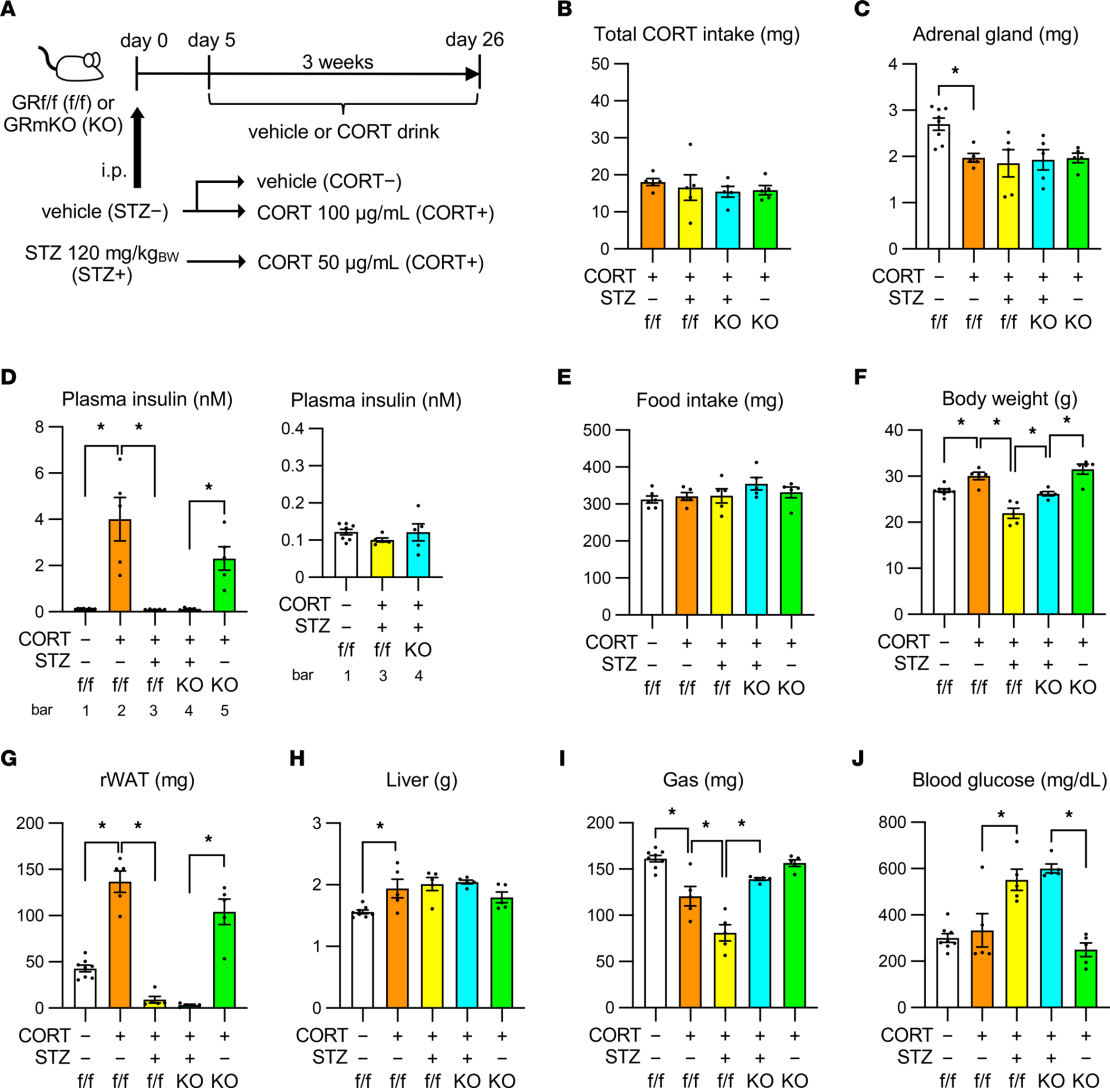
Blockade of induced hyperinsulinemia under chronic CORT treatment suppresses fat accumulation in adipose tissue, enhances muscle atrophy, and elevates blood glucose levels. (**A**) Experimental protocol. Seven-week-old male mice were pretreated with 120 mg/kg body weight (BW) STZ or vehicle (day 0) and provided drinking water with CORT or vehicle (days 5–26) ad libitum. Total CORT intake (**B**), adrenal gland weight (**C**), plasma insulin (groups with lower values are shown separately) (**D**), total food intake (**E**), BW (**F**), rWAT weight (**G**), liver (**H**), and gastrocnemius (Gas; **I**), and blood glucose levels (**J**). Data presented as mean ± SEM (*n* = 5–8). *P < 0.05 by 1-way ANOVA with Tukey-Kramer post hoc test.

**Figure 6:**
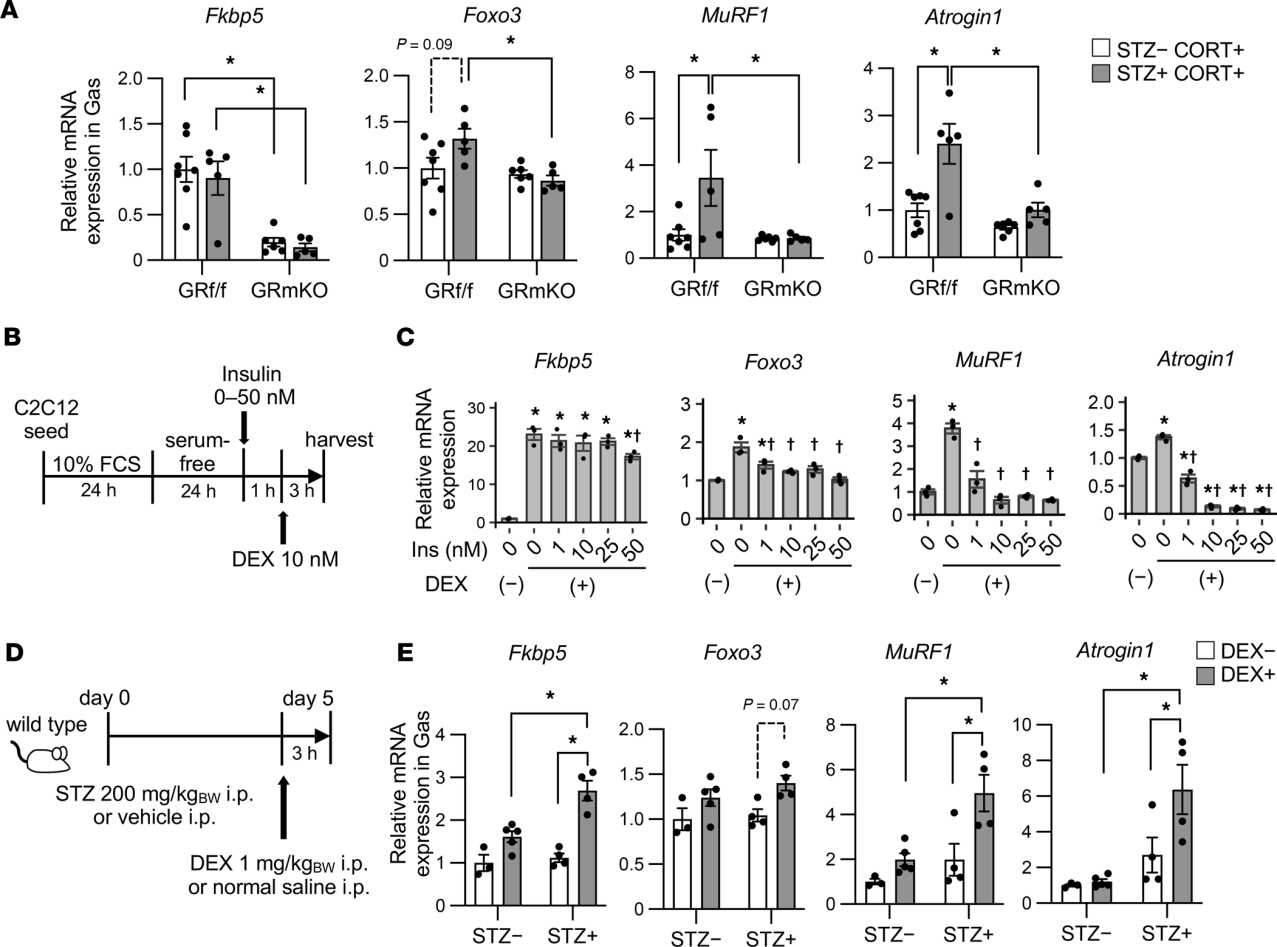
Hyperinsulinemia induced by chronic CORT treatment counteracts muscle atrophy by inhibiting muscle GR downstream gene expression. (**A**) The gene expression of gastrocnemius muscle (Gas) from GR^fl/fl^ or GR-mKO male mice pretreated with streptozotocin (STZ) or vehicle (day 0) and provided drinking water with CORT (day 5–26) ad libitum, as indicated in Figure 5A. Data presented as mean ± SEM (*n* = 5–7). *P < 0.05 by 2-way ANOVA with Tukey-Kramer post hoc test. (**B** and **C**) C2C12 myoblasts were pretreated with insulin at the indicated concentrations and followed by stimulation with 10 nM dexamethasone (DEX). The experimental protocol (**B**) and gene expression levels (**C**). Data presented as mean ± SEM (*n* = 3). *P < 0.05 versus DEX (−) after 0 nM insulin treatment; †*P* < 0.05 versus DEX (+) after 0 nM insulin treatment. Significance determined by 1-way ANOVA and Dunnett’s post hoc test. (**D** and **E**) Seven-week-old male mice were pretreated with 200 mg/kg BW STZ or vehicle (day 0) and followed by injection of 1 mg/kg BW DEX or normal saline (day 5). The experimental protocol (**D**). mRNA levels for Gas in each group (**E**). Data presented as mean ± SEM (*n* = 3−5). *P < 0.05 by 2-way ANOVA with Tukey-Kramer post hoc test.

**Figure 7:**
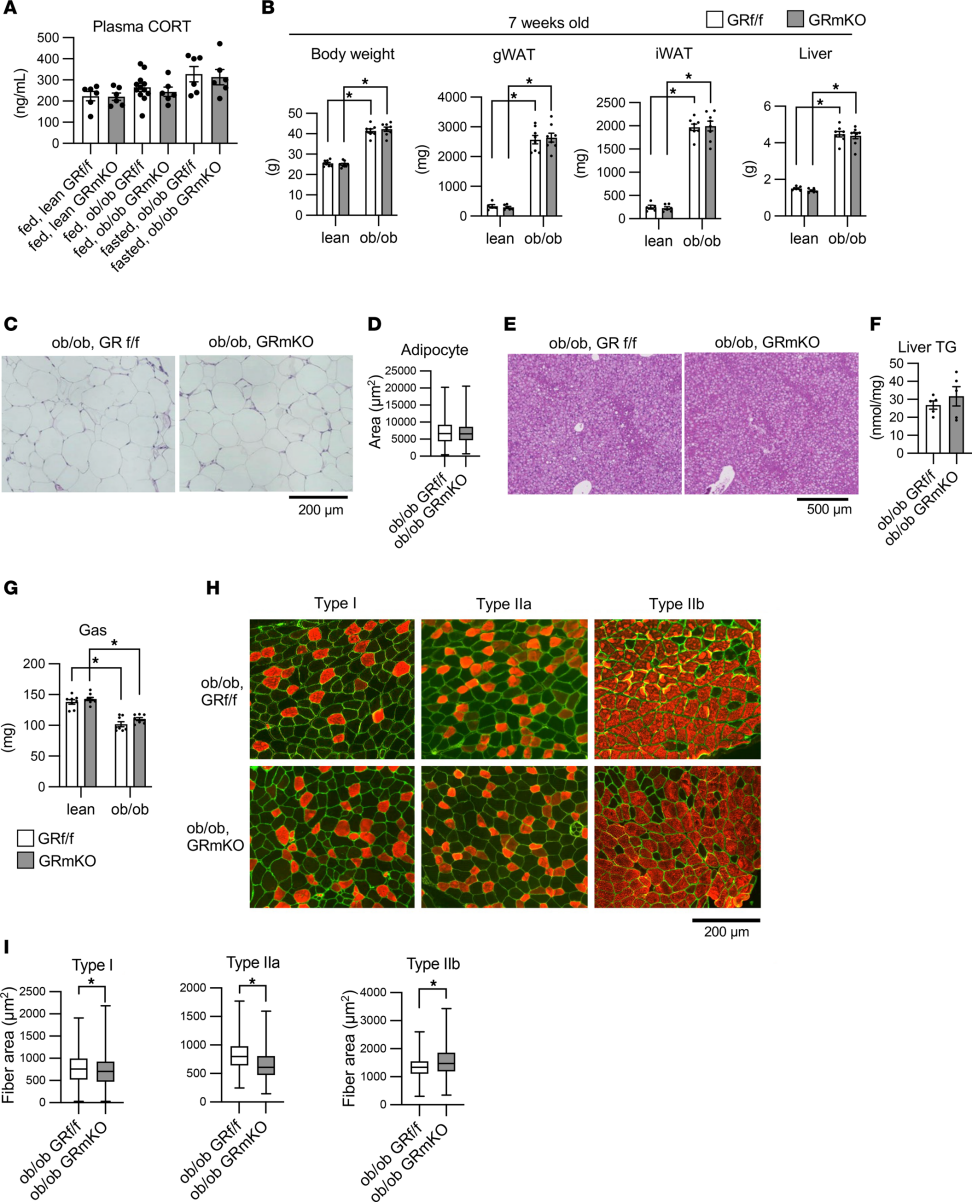
Muscle-specific GR knockout does not suppress fat accumulation in WAT or liver but leads to histological changes in skeletal muscle in 7-week-old *ob/ob* mice. (**A**) Plasma CORT levels of 7-week-old male mice under a fed or 16-hour fasted state (*n* = 6−12). (**B**) Tissue weight of 7-week-old male mice (*n* = 5−8). (**C**) H&E staining of retroperitoneal WAT of 7-week-old male mice and (**D**) the distribution of the adipocyte sizes. CSAs of adipocytes are shown as box-and-whisker plots. One hundred cells from each animal (*n* = 4) were counted. (**E**) H&E staining of liver of 7-week-old male mice. (**F**) Triglyceride concentrations in the liver (*n* = 5). (**G**) Gastrocnemius (Gas) weight of 7-week-old male mice (*n* = 8−9). (**H**) Immunostaining for MyHCs in Gas from 7-week-old male mice. MyHC type I, IIa, or IIb (red) and laminin (green). Regions enriched in each fiber type are shown as representative images. (**I**) Fiber type–specific CSA. All fibers positive for each MyHC were quantified using 3 mice from each group. If more than 200 fibers were present, 200 fibers were quantified. Scale bars: 200 μm (**C** and **H**) and 500 μm (**E**). Data presented as mean ± SEM. *P < 0.05 by 2-way ANOVA with Tukey-Kramer post hoc test (**A**, **B**, and **G**), Mann-Whitney *U* test (**D** and **I**), or 2-tailed Welch’s *t* test (**F**).

**Figure 8:**
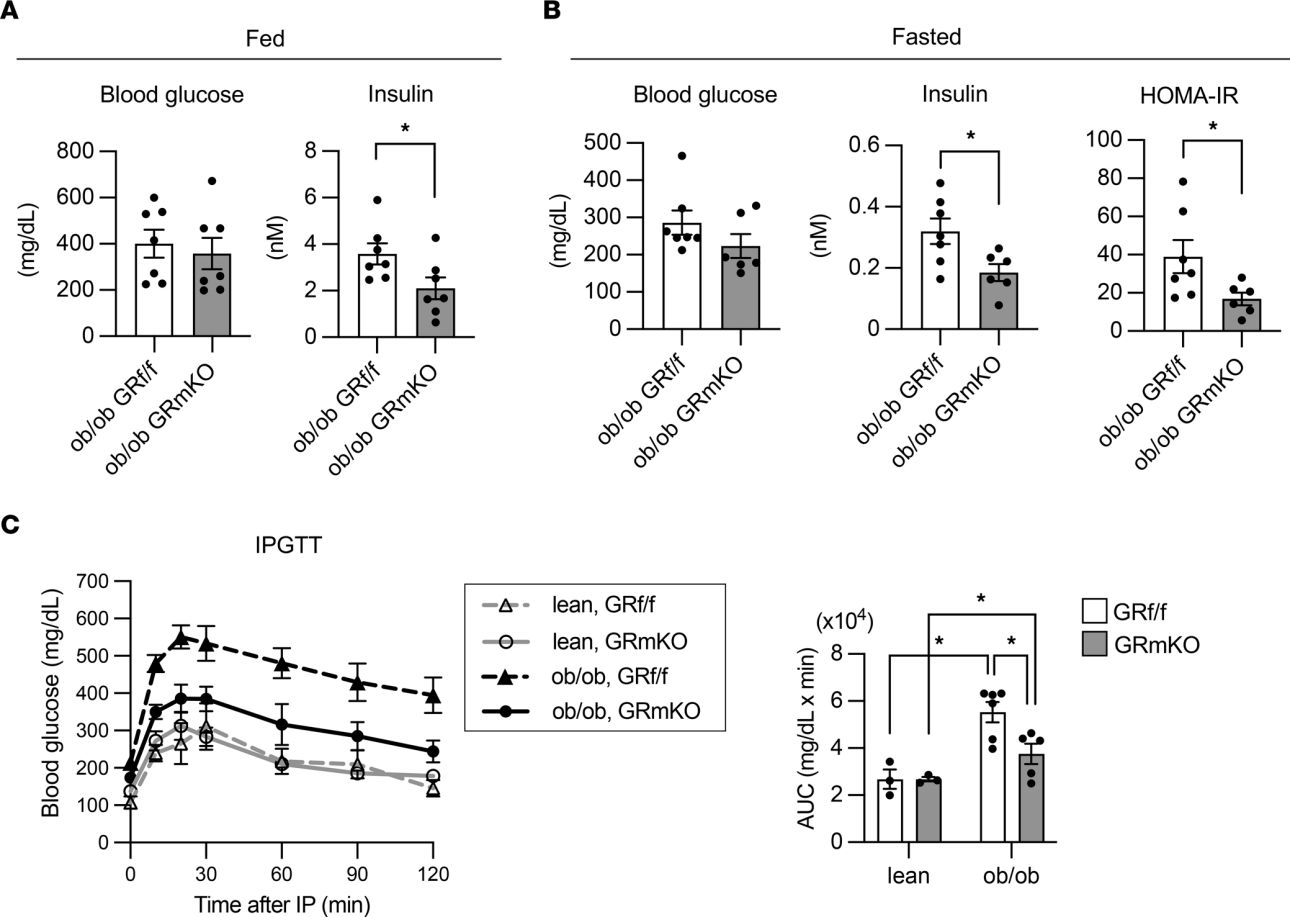
Muscle-specific GR knockout reduces hyperinsulinemia and glucose intolerance in 7-week-old *ob/ob* mice. (**A**) The blood glucose and plasma insulin levels under the fed state (*n* = 7). (**B**) The blood glucose and plasma insulin levels, and HOMA-IR under 16-hour fasted state (*n* = 6−7). (**C**) The results of the intraperitoneal glucose tolerance test (IPGTT). Seven-week-old mice after 16 hours of fasting were intraperitoneally injected with 1 g/kg BW glucose. Blood glucose levels at 0, 10, 20, 30, 60, 90, and 120 minutes: lean GR^fl/fl^ (*n* = 3), lean GR-mKO (*n* = 3), *ob/ob* GR^fl/fl^ (*n* = 6), and *ob/ob* GR-mKO (*n* = 5). The area under the curve (AUC) is also shown. Data presented as mean ± SEM. *P < 0.05 by 2-tailed Welch’s *t* test (**A** and **B**; insulin, HOMA-IR), Mann-Whitney *U* test (**B**, blood glucose), or 3-way repeated-measures ANOVA (**C**, blood glucose): *P* < 0.001 (time), *P* < 0.001 (obesity), *P* = 0.073 (genotype), *P* = 0.071 (time × obesity), *P* = 0.296 (time × genotype), *P* = 0.036 (obesity × genotype), *P* = 0.588 (time × obesity × genotype). Two-way ANOVA with Tukey-Kramer post hoc test was used in **C** (AUC).

**Figure 9:**
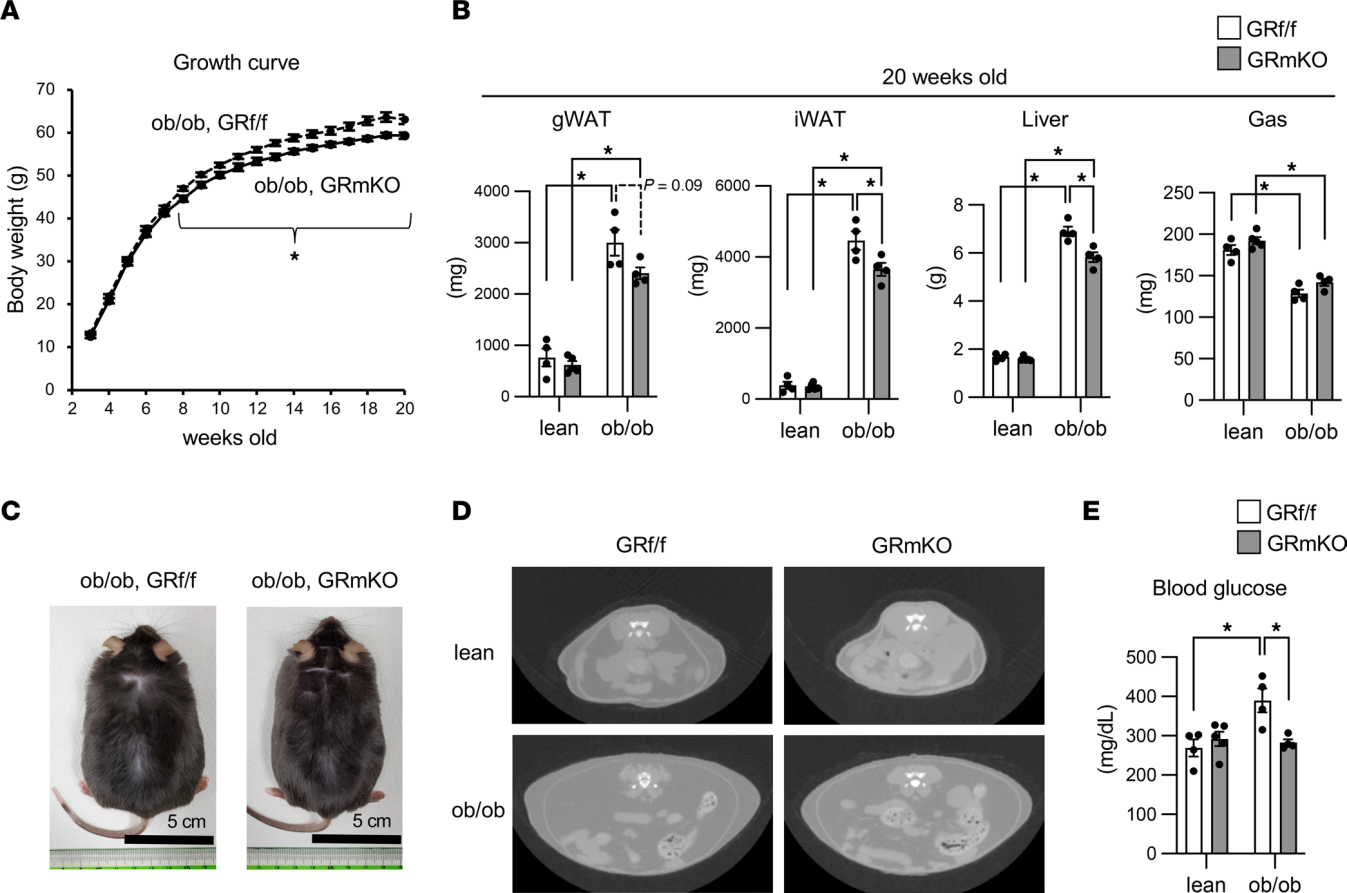
Muscle-specific GR knockout inhibits obesity progression and hyperglycemia in *ob/ob* mice. (**A**) Growth curves of *ob/ob* GR^fl/fl^ and ob/ob GR-mKO male mice. Samples used were greater than or equal to 8 mice for each group. (**B**) Tissue weight of 20-week-old mice (*n* = 4−5). (**C**) Appearance of 20-week-old *ob/ob* GR^fl/fl^ and *ob/ob* GR-mKO male mice. (**D**) Axial CT images of L5 in 20-week-old mice. (**E**) The concentration of blood glucose under ad libitum–fed conditions (*n* = 4−5). Data presented as mean ± SEM. *P < 0.05 by 2-tailed Welch’s *t* test (each time point in **A**) or 2-way ANOVA with Tukey-Kramer post hoc test (**B** and **E**).

**Figure 10:**
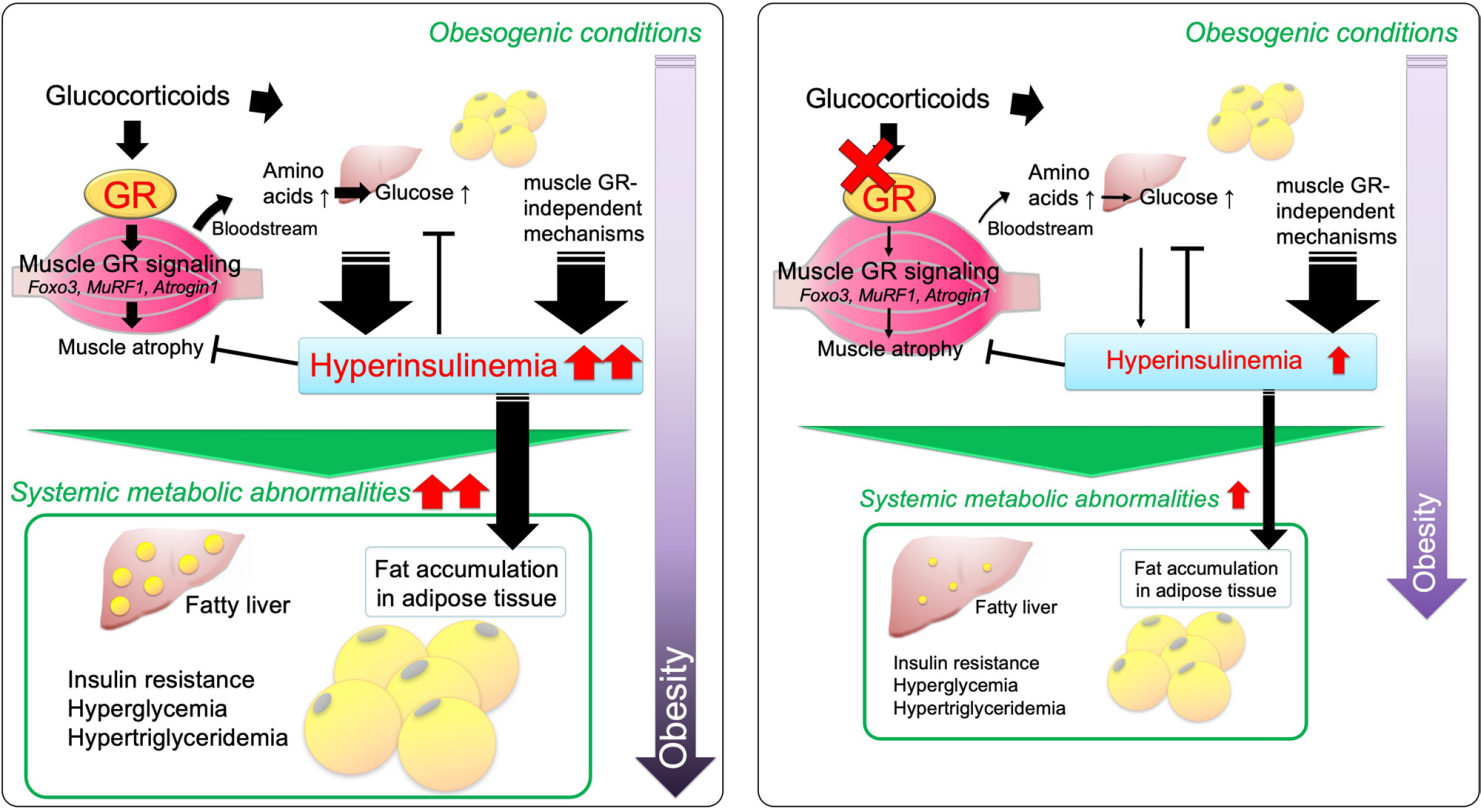
Schematic diagram of metabolic changes mediated by muscle GR signaling in obesity. Under obesogenic conditions, glucocorticoid signaling in skeletal muscle mediates systemic metabolic changes, including fat accumulation in adipose tissue, induction of fatty liver, insulin resistance, hyperglycemia, and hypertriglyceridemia (left). Deletion of muscle GR mitigates these abnormalities (right). Primarily, muscle GR signaling mediates protein catabolism, releases amino acids (substrates for glucose production), and enhances hyperinsulinemia. Hyperinsulinemia is also induced via muscle GR–independent mechanisms. Excessive hyperinsulinemia plays a role in promoting systemic metabolic abnormalities, especially for fat accumulation in adipose tissue. Hyperinsulinemia may cause obesity-related metabolic abnormalities, but a certain degree of compensatory hyperinsulinemia is necessary for the maintenance of healthy phenotypes, e.g., maintaining normoglycemia. In addition, hyperinsulinemia counteracts muscle atrophy by intervening in muscle GR signaling. Although favorable plasma insulin levels depend on individual conditions, the blockade of muscle GR signaling appropriately reduces hyperinsulinemia, inhibits subsequent systemic fat accumulation, and protects against glucose intolerance and muscle atrophy.

How the deposited data were processed for this re-analysis (not part of the article)

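RNA-seq of gastrocnemius muscle was available for 4 groups of 7-week-old male mice, lean GR fl/fl, lean GR-mKO, *ob/ob* GR fl/fl, and *ob/ob* GR-mKO mice, with 1 library per group made from the pooled RNA of 3 mice. Age and pooling were taken from the paper, and group membership from the sample labels. The authors sequenced 100-bp paired-end reads, filtered them, quantified protein-coding GENCODE transcripts with Salmon v1.2.1, and summarized them to genes with tximport set to lengthScaledTPM in R v3.5.0. The authors converted transcript IDs to gene names with biomaRt v2.38.0 and, of duplicated names, kept the entry with the largest total. The deposited values are expected counts for 22252 gene names, not normalized between libraries. Each gene name carries 1 Ensembl transcript ID. All 22252 transcript IDs were found in a later GENCODE release on GRCm38, 21684 of them under the same gene name.

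The libraries held 20757146 (lean GR fl/fl), 19897754 (lean GR-mKO), 20959781 (*ob/ob* GR fl/fl) and 20949729 (*ob/ob* GR-mKO) expected counts. A count of 3 corresponds to between 0.143 and 0.151 CPM. Spearman correlations across genes between pairs of libraries were between 0.952 and 0.968, and genes are not independent replicates. Wilson 95% intervals were computed from rounded counts with scipy 1.17.1 and cover counting error only.

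The 14206 genes with counts above 0 in all 4 libraries were kept, and their counts were scaled to CPM over these genes. Differentially expressed genes were called with an implementation of NOISeq-sim written in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, numba 0.67.0), since the NOISeq package was not at hand. It drew 5 technical replicates per library (nss) by multinomial sampling at a size of 0.2 of the library (pnr) with a variability of 0.02 (v), without length correction (lc 0). A value of 0.5 replaced counts of 0 (k), the seed was 1, and a gene was called at a probability of at least 0.9. The implementation was tested on simulated data with 200 changed genes, of which 83 were called at a 2-fold and 165 at a 4-fold change. The changed genes were drawn from genes above 50 counts. Of the unchanged genes with counts above 0 in both simulated libraries, 0 of 13883 and 0 of 13898 were called. Both libraries were sampled from the lean GR fl/fl profile, so the test covers sampling noise and not differences between pools.

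Comparisons were *ob/ob* against lean mice within each genotype, and GR-mKO against GR fl/fl mice within each background. Each set 1 library against another, so no test against the variation between mice, no leave-one-out analysis and no regrouping of samples was possible. For single genes, the share of the 500 genes nearest in mean expression with at least as large a change was also computed. Medians of gene lists were compared with 10000 random lists matched on mean expression, and in some tests also on transcript length and GC content.

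Alternatives were edgeR 4.0.16 TMM factors, DESeq2 1.42.0 size factors, upper quartile scaling, a library size without the 50 most abundant genes, at least 10 counts in every library, a pnr of 0.5, an nss of 20, a seed of 2, a probability of 0.95, and a change of at least 2-fold with at least 50 counts in 1 library of the pair. In R 4.3.3, edgeR and DESeq2 were used on rounded expected counts for scaling factors only. For the ratio of *Nr3c1* to *Nr3c2*, division by transcript length and the GR fl/fl libraries alone were tried. Unscaled counts were added as a further alternative after the data had been seen. Figures were drawn with matplotlib 3.10.9.

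Genes were named by a fixed rule: each gene that the paper names for gastrocnemius muscle in its text or Figure 4B, the 5 largest changes in each direction among genes called in GR fl/fl but not in GR-mKO mice with at least 50 counts in 1 of the GR fl/fl libraries, and the 5 largest in each direction among genes called between genotypes in both backgrounds. The text leaves out 1 gene that met the last of these criteria. Coordinates, exons and primer sites are from GENCODE on GRCm38. Enrichment of GO terms, the paper's tables of calls in *ob/ob* mice, and the models with CORT, streptozotocin or cultured cells were not analysed here, apart from gene lists of the CORT model given in the supplement.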

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

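Every test in this part was chosen only after the result was seen, except those of the second liver list, the second denervation list and the denervation genes in the paper's CORT lists, which were set before their own values were seen. The marker lists were fixed before the data were examined. The criterion that picked lists from them was set after their medians were seen: at least 4 genes, and medians outside the middle 95% of 10000 matched random lists in both comparisons, either of at least 0.5 in size in the same direction or in opposite directions. With 1 library per group, no difference below was tested against the variation between mice.

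*Fbxo32* changed in opposite directions with obesity in the 2 genotypes, and the changes differed by 0.69 (log2). The difference was not tested. Without the 50 most abundant genes in the library size, the change in GR fl/fl mice was -0.54 and that in GR-mKO mice 0.20. This moves all genes alike, by 0.034 and 0.081, too little to change either sign. Other scalings kept the opposite signs, with -0.47 and 0.32 under TMM and -0.46 and 0.33 under DESeq2's factors. Upper quartile scaling gave -0.50 and 0.26. Relative to the median gene, the changes differed by 0.76. These values argue against scaling as the source of the opposite signs of *Fbxo32*. Of the 500 genes nearest in expression, 3.4% had as large a difference, and 1.6% had when taken relative to the median gene. Without replicates, the pattern cannot be told apart from an ordinary difference between pools of mice.

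*Tdrd7* was called in opposite directions with obesity in the 2 genotypes, with a difference between the changes of -5.22 that was not tested. In all, 2 genes were called in opposite directions, and values are given here for *Tdrd7* alone. Another 91 genes were called in the same direction. The variation between pools was not measured, so the opposite calls cannot be told apart from ordinary differences between pools.

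Slow fibre genes were higher in *ob/ob* mice, with a median log2 change of 1.29 in each genotype and 9 of 9 genes higher. The paper's main text does not report their expression, and its supplement for *ob/ob* muscle was not at hand. Without the 50 most abundant genes in the library size, the smaller of the 2 medians was 1.33. This raises all genes alike, by 0.034 in GR fl/fl and 0.081 in GR-mKO mice, so it had no way to lower the medians. The middle 95% of lists matched on expression, under the same CPM scaling, ended at 0.201 in GR fl/fl and 0.224 in GR-mKO mice. With DESeq2's factors, the slow fibre medians were 1.41 in GR fl/fl and 1.51 in GR-mKO mice. These values argue against scaling as the source of the rise of the slow fibre genes. Among lists also matched on transcript length and GC content, the medians lay at the percentile 100. The median of the type IIb fibre genes in GR fl/fl mice was 0.22. If soleus muscle had been taken along with gastrocnemius, these genes would fall, but a small share of soleus would lower them too little to be measured. The pattern therefore cannot be told apart from a little soleus tissue in the *ob/ob* pools. A change of fibre type with obesity remains a hypothesis.

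Erythroid genes were lower in *ob/ob* mice, with a median of -1.24 in GR fl/fl mice and -1.26 in GR-mKO mice. Lists matched on transcript length and GC content left the median at the percentile 0.02. All 6 genes were lower in both genotypes, as less blood in the *ob/ob* pools would give, and lower expression in the same amount of blood would give the same result. These explanations cannot be told apart. The *Hba-a1* and *Hba-a2* genes are near-identical paralogs, as are *Hbb-bs* and *Hbb-bt*, so the list holds fewer independent genes than its number.

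Adipocyte genes were lower in *ob/ob* than in lean mice, with a median of -0.53 in GR fl/fl and -0.56 in GR-mKO mice. The medians were -0.42 and -0.35 with edgeR's TMM factors and -0.41 and -0.34 with DESeq2's factors. These are under the size of 0.5 set for picking lists. *Cfd* changed by -4.21 and -4.02, and *Adipoq* by -0.02 and -0.12. *Lep*, the gene that carries the *ob* allele, changed by 2.30 and 2.84. Changes this uneven within the list do not measure the amount of adipose tissue in *ob/ob* against lean pools. With lists also matched on transcript length and GC content, the percentile was 1.11 in GR fl/fl and 3.67 in GR-mKO mice, so the decrease in GR-mKO mice may reflect transcript length or GC content in part. Adipocyte genes were also lower in GR-mKO than in GR fl/fl mice, with medians of -0.81 in lean and -0.70 in *ob/ob* mice. There, both percentiles were 0 among lists matched on expression and among lists also matched on length and GC content. Less adipose tissue in the GR-mKO pools would give such a decrease, but the list was picked for these percentiles, so they do not test it. *Car3* of the same list was higher in GR-mKO mice (0.31 and 0.78). The pattern cannot be told apart from a difference in adipose tissue.

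Liver genes changed in opposite directions with obesity in the 2 genotypes, with medians of -1.37 in GR fl/fl and 0.53 in GR-mKO mice, a difference of 1.90 that was not tested. In *ob/ob* mice, 8 of 8 genes were higher in GR-mKO than in GR fl/fl mice. Counts were low, from 3.00 for *Apoa1* to 97.0 for *Alb* in the *ob/ob* GR fl/fl library. *Mup3* and *Mup20* were left out because they were at 0 in that library. Between genotypes in lean mice, the list median lay at the percentile 41.1, with 4 genes higher, among them *Alb* (1.26), and 4 lower. With so few and such low counts, this median cannot rule out liver RNA in the GR-mKO pools of both backgrounds. A second list of liver genes had a median of 0.55 in *ob/ob* GR-mKO against *ob/ob* GR fl/fl mice, at the percentile 99.6, with 8 of 12 genes higher. With obesity, its median was 0.54 in GR-mKO mice, at the percentile 99.87, and -0.52 in GR fl/fl mice, which at the percentile 5.55 is within the range of matched lists. The *ob/ob* GR fl/fl library was the lowest of the 4 for 7 of the 8 genes of the first list, and the *ob/ob* GR-mKO library the highest for 5. For the second list, these numbers were 5 and 6 of 12. Liver RNA in the *ob/ob* GR-mKO pool may account for part of the genotype difference. It would not lower the first list in *ob/ob* GR fl/fl mice. The second list fell there too, with 9 of 12 genes lower, but within the range of matched lists. *Cps1* and *Tat* were left out of it because they were at 0 in the *ob/ob* GR fl/fl library. The second list therefore cannot decide whether liver genes fell in these mice. No biological explanation was tested.

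Macrophage genes were lower in *ob/ob* mice, with a median of -0.63 in GR fl/fl and -1.54 in GR-mKO mice, and 8 of 8 genes lower in each. Between genotypes, they changed in opposite directions in the 2 backgrounds, with medians of 0.37 in lean and -0.58 in *ob/ob* mice, a difference of -0.95 that was not tested. Transcript length and GC content do not account for the decrease in *ob/ob* mice, with a percentile of 0.06 in matched lists. The share of other tissue or cells in the pools was not tested for these genes, so the pattern is not called biological.

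The 6 listed ribosomal protein genes were lower in *ob/ob* mice, with medians of -0.87 in GR fl/fl and -1.03 in GR-mKO mice. Among lists matched on transcript length and GC content, the percentile nearer the middle was 0.1. With edgeR's TMM factors, the medians were -0.76 and -0.83. RNA quality and library batches were not recorded per library and were not tested.

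Genes of nerve and denervation were higher in GR-mKO mice, with a median of 0.95 in lean and 1.02 in *ob/ob* mice, and 6 of 6 genes higher in each. Transcript length and GC content do not account for it, since the percentile was 100 in matched lists. A second list of 8 denervation genes had medians of 0.72 and 0.70, with 6 of 8 and 7 of 8 genes higher, and the smaller percentile was 99.99. *Musk* was lower in both backgrounds. Of the 7 genes of the first list, 3 (*Chrna1*, *Myog* and *Gadd45a*) are among the genes that the paper lists as higher in GR-mKO mice of the CORT model, which just met the number of 3 set for this test. Both lists also rose with obesity, with medians of 0.57 in GR fl/fl and 0.48 in GR-mKO mice for the first (percentiles, 99.87 and 99.88) and 0.44 and 0.33 for the second. The rise is thus not confined to loss of muscle GR. That loss of muscle GR may raise genes of the denervation response is a hypothesis from 1 library per group.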

How the results depend on the processing

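The numbers of called genes depended on the settings. Among the 12 genes that the paper names, the change of *Bnip2* with obesity in GR fl/fl mice was the one that reversed. Among the 19 genes picked for the size of their change, which were run under the alternatives only after the data had been seen, 4 changes reversed, all of them small and not called. With TMM and DESeq2's factors, several list medians also changed sign. With obesity, these were the medians of immediate early genes in GR-mKO mice and of heat shock genes in both genotypes. Between genotypes, they were those of liver and type IIb fibre genes in lean mice and of ribosomal protein genes in *ob/ob* mice. The excess of lower over higher genes with obesity changed sign as well. No paired analysis was possible because each group has 1 library, and leaving out a replicate or regrouping the samples was not possible for the same reason. In all, 200 comparisons of a main result with an alternative stayed within 1.5 times the main count, within the interval of a value without a test, or on the same side of the threshold, while 91 moved and 7 became stronger. Of the comparisons for other genes that the paper names, 333 stayed the same, 3 reversed and 6 became stronger. For the 19 genes, 643 stayed the same, 11 reversed, 13 lost a call and 13 gained one. Where a result moved, the cause was not tested. In the values below, the first number of a pair counts genes that were higher and the second genes that were lower.

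With genes of at least 10 counts in every library, 178 genes were called higher and 368 lower in *ob/ob* than in lean GR fl/fl mice, and 202 and 692 in GR-mKO mice. Between genotypes, 95 were higher and 131 lower in lean and 128 and 214 in *ob/ob* mice. Obesity changes called in GR fl/fl mice only numbered 99 and 153, and those in GR-mKO mice only 123 and 477. The median changes in GR fl/fl mice of the genes called higher in GR-mKO mice became 0.58, and in GR-mKO mice of the genes called lower in GR fl/fl mice -0.82, and in GR fl/fl mice of the genes called lower in GR-mKO mice -0.55. *Nr3c1* in lean mice (-0.90) and *Fbxo32* between the genotypes of *ob/ob* mice (0.69) were called, without a change of direction.

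With a pnr of 0.5, 221 genes were called higher and 461 lower in *ob/ob* than in lean GR fl/fl mice, and 242 and 898 in GR-mKO mice. Between genotypes, 141 were higher and 170 lower in lean and 165 and 271 in *ob/ob* mice. Obesity changes called in GR fl/fl mice only numbered 137 and 209, and those in GR-mKO mice only 158 and 646. The median changes in GR fl/fl mice of the genes called higher in GR-mKO mice became 0.57, and in GR-mKO mice of the genes called lower in GR fl/fl mice -0.79, and in GR fl/fl mice of the genes called lower in GR-mKO mice -0.54. With a pnr of 0.5 as well, *Nr3c1* (-0.90) and *Fbxo32* (0.69) were called in these comparisons.

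At a probability of at least 0.95, 38 genes were called higher and 45 lower in *ob/ob* than in lean GR fl/fl mice, and 23 and 70 in GR-mKO mice. Between genotypes, 14 were higher and 21 lower in lean and 18 and 27 in *ob/ob* mice. Obesity changes called in GR fl/fl mice only numbered 29 and 25, and those in GR-mKO mice only 14 and 50. The median changes in GR fl/fl mice of the genes called higher in GR-mKO mice became 1.31, and in GR-mKO mice of the genes called lower in GR fl/fl mice -1.45, and in GR fl/fl mice of the genes called lower in GR-mKO mice -1.05.

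With a 2-fold change and at least 50 counts in 1 library of the pair as the criterion, 215 genes were called higher and 384 lower in *ob/ob* than in lean GR fl/fl mice, and 187 and 864 in GR-mKO mice. Between genotypes, 185 were higher and 162 lower in lean and 185 and 260 in *ob/ob* mice. Obesity changes called in GR fl/fl mice only numbered 160 and 226, and those in GR-mKO mice only 132 and 706. The median changes in GR-mKO mice of the genes called higher in GR fl/fl mice became 0.48, and in GR fl/fl mice of the genes called higher in GR-mKO mice 0.66, and in GR-mKO mice of the genes called lower in GR fl/fl mice -0.84, and in GR fl/fl mice of the genes called lower in GR-mKO mice -0.58.

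With unscaled counts, chosen after seeing the data, 186 genes were called higher and 304 lower in *ob/ob* than in lean GR fl/fl mice, and 205 and 555 in GR-mKO mice. Between genotypes, 125 were higher and 159 lower in lean and 150 and 202 in *ob/ob* mice. Obesity changes called in GR fl/fl mice only numbered 126 and 196, and those in GR-mKO mice only 145 and 447. The median changes in GR fl/fl mice of the genes called higher in GR-mKO mice became 0.69, and in GR-mKO mice of the genes called lower in GR fl/fl mice -0.74, and in GR fl/fl mice of the genes called lower in GR-mKO mice -0.61.

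Scaling moved the split of calls. With edgeR's TMM factors, the median change of all genes with obesity shifted by 0.11 in GR fl/fl and 0.21 in GR-mKO mice. In GR-mKO mice 179 genes were then called higher and 169 lower, and 124 and 128 in GR-mKO mice only. The median change in GR-mKO mice of the genes called lower in GR fl/fl mice was -0.90. DESeq2's size factors gave 187 and 167, with 128 and 128 in GR-mKO mice only, and a median of -0.89. Upper quartile scaling gave 151 and 212, with 99 and 166 in GR-mKO mice only. The share of called genes that were higher with obesity in GR-mKO mice was 23.9% with CPM, 51.4% with TMM, 52.8% with DESeq2's factors, 41.6% with the upper quartile, and 35.4% without the 50 most abundant genes. In GR fl/fl mice it was 41.6% with CPM, 55.0%, 57.0%, 51.8% and 46.5%. More genes lower than higher with obesity is thus not kept under TMM or DESeq2's factors in either genotype, nor under the upper quartile in GR fl/fl mice. *Nr3c1* in lean mice was called with TMM (-0.96), DESeq2's factors (-0.95) and the upper quartile (-0.92).

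Of the 219 genes called with obesity in GR fl/fl mice, from 186 to 207 were also called under the 4 other scalings. Of the 419 in GR-mKO mice, from 267 to 354 were. Between genotypes, from 100 to 108 of 108 genes in lean and from 135 to 137 of 150 in *ob/ob* mice were shared. An nss of 20, a seed of 2 and a library size without the 50 most abundant genes left the numbers of called genes within 1.5 times those reported. The change of *Trim63* in *ob/ob* against lean GR fl/fl mice ranged from -0.55 to -0.43 and that of *Fbxo32* from -0.58 to -0.46 over 9 alternatives, with probabilities of at most 0.880 and 0.887. The ratio of *Nr3c1* to *Nr3c2* was 11.0 over the GR fl/fl libraries alone.

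*Bnip2* in *ob/ob* against lean GR fl/fl mice reversed from -0.044 to 0.063 with TMM, 0.036 with the upper quartile and 0.074 with DESeq2's factors, and was called under none. With obesity in GR-mKO mice, *Zc3h11a* reversed from -0.17 to 0.038 with TMM and 0.048 with DESeq2's factors, and *Actc1* from -0.14 to 0.066 with TMM, 0.0029 with the upper quartile and 0.076 with DESeq2's factors. *Odf3l2* with obesity in GR fl/fl mice reversed from -0.082 to 0.025 with TMM and 0.036 with DESeq2's factors. *Prrg1* between genotypes in lean mice reversed from 0.011 to -0.045 with TMM, -0.011 with the upper quartile, -0.037 with DESeq2's factors and -0.050 with unscaled counts. Another 3 results for genes that the paper names were called both with at least 10 counts in every library and with a pnr of 0.5: *Foxo1* between genotypes in lean and in *ob/ob* mice, and *Nr3c1* with obesity in GR-mKO mice. At the depth of these libraries, a count of 3 corresponds to between 0.143 and 0.151 CPM, which limits the fold changes of genes with counts near that value in 1 library.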

Differences from the paper's values

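The paper states that *Trim63* and *Fbxo32* were downregulated in *ob/ob* GR fl/fl mice, without naming the assay of that panel in its text. Both were lower here, by log2 fold changes of -0.55 and -0.58. Neither was called as differentially expressed, and none of the alternatives run, including unscaled counts, called them.

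For the CORT model, part of the paper's count table and lists of differentially expressed genes was at hand, with 1273 of 1999 genes above 0. With CPM, NOISeq-sim called 30 of the 72 genes that the paper lists between genotypes under vehicle, 48 of 77 between genotypes under CORT, and 48 of 82 between CORT and vehicle in GR fl/fl mice. With unscaled counts, a setting chosen after seeing the values, it called 72 of 72, 77 of 77 and 82 of 82, among 89, 101 and 98 called genes in all.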

Other observations

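The tests of the calling threshold and of the CORT-model lists were set before the results were seen, and the tests of the lean GR fl/fl library, of annotated transcripts, of the listed transcripts and of immediate early genes were chosen only after the result was seen. Unscaled counts were tried on the paper's calls for the CORT model after a pnr of 0.5, a pnr of 1 and the inclusion of genes with counts of 0.

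A calling threshold may account for some of the genes called with obesity in GR fl/fl but not in GR-mKO mice. There were 128 such genes, and 328 genes called in GR-mKO but not in GR fl/fl mice. Of the 128 genes, 106 (82.8%) changed in the same direction in GR-mKO mice, as did 296 of the 328 in GR fl/fl mice. However, 43 of the 56 higher and 39 of the 72 lower genes changed less than 0.5 times as much in GR-mKO mice. Of the genes called in GR-mKO mice only, 35 of 65 and 153 of 263 did so in GR fl/fl mice. Genes picked by a threshold in 1 genotype tend to change less in the other, so these sizes do not decide the question. The number of genes called in 1 genotype alone therefore does not show that muscle GR is needed for these changes.

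Among the 56 genes called higher in GR fl/fl mice only, the library farthest from the other 3 was lean GR fl/fl for 24 and *ob/ob* GR fl/fl for 30. Among the 72 called lower, it was lean GR fl/fl for 38 and *ob/ob* GR fl/fl for 33. Genes called in GR fl/fl mice only are picked so that a GR fl/fl library stands apart, and both splits are nearly even. They do not show whether the lean GR fl/fl library was set apart. For genes called in GR-mKO mice only, the farthest library was *ob/ob* GR-mKO for 35 of the 65 higher and 201 of the 263 lower genes. It was lean GR-mKO for 30 and 60. Much of the larger number of lower calls in GR-mKO mice may therefore rest on 1 library.

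Transcript choice was tested through the annotation. Of the 128 genes called with obesity in GR fl/fl mice only, 71.9% have 2 or more protein-coding transcripts, at the percentile 42.3 of matched lists. Of the genes called between genotypes in lean or *ob/ob* mice, 76.2% have, at the percentile 88.4. Neither set is enriched in such genes. Of 1321 genes with 2 or more protein-coding transcripts, 15.8% are listed under another transcript in Supplemental Table 1 than in the files of the *ob/ob* model, against 8 of 667 genes with 1. This is consistent with a listed entry that stands for 1 transcript of a gene, at least for some genes, although summarizing to genes, as the paper describes, adds up the transcripts of a gene. Such a change of entry would alter a count without a change of the gene.

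The paper's genes of the CORT model moved in the *ob/ob* libraries. In GR-mKO against GR fl/fl mice of the *ob/ob* background, the genes that the paper lists as higher in GR fl/fl under CORT had a median of -0.23, at the percentile 0 of matched lists, with 253 of 367 lower. Those higher in GR-mKO under CORT had a median of 0.32, with 309 of 412 higher. In lean mice, the lists for vehicle had medians of -0.16 and 0.18. In *ob/ob* against lean GR fl/fl mice, genes that rise under CORT had a median of 0.10, at the percentile 100, with 162 of 308 higher. Those that fall under CORT had a median of -0.22, with 300 of 449 lower. Part of the changes in *ob/ob* muscle may be shared with the CORT model.

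Immediate early genes had a median change of 1.65 with obesity in GR fl/fl mice and -0.14 in GR-mKO mice. With edgeR's TMM factors, the latter was 0.07. The lean GR fl/fl library was the lowest of the 4 for 5 of 5 genes, and the *ob/ob* GR fl/fl library was the highest for 1. The increase in GR fl/fl mice may therefore come from a low value in the lean GR fl/fl pool.

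The 10 listed genes of fatty acid oxidation had medians of 0.14 with obesity in GR fl/fl mice and 0.27 in GR-mKO mice. Between genotypes, the medians were -0.04 in lean and 0.15 in *ob/ob* mice. Within this list, and chosen after their values were seen, *Pdk4* changed by -1.21 with obesity in GR fl/fl mice and 0.09 in GR-mKO mice, and *Ucp3* by -1.29 and -0.36. Daytime clock genes had medians of -0.50 with obesity in GR fl/fl mice, at the percentile 0.44 of matched lists, and -0.29 in GR-mKO mice. The latter, at the percentile 18.53, is within the range of matched lists. With edgeR's TMM factors, the medians were -0.39 and -0.09. The difference between the genotypes was not tested for any of these.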
